# Tissue-Specific Expression and Regulatory Networks of Pig MicroRNAome

**DOI:** 10.1371/journal.pone.0089755

**Published:** 2014-04-03

**Authors:** Paolo Martini, Gabriele Sales, Mattia Brugiolo, Alessandro Gandaglia, Filippo Naso, Cristiano De Pittà, Michele Spina, Gino Gerosa, Francesco Chemello, Chiara Romualdi, Stefano Cagnin, Gerolamo Lanfranchi

## Abstract

**Background:**

Despite the economic and medical importance of the pig, knowledge about its genome organization, gene expression regulation, and molecular mechanisms involved in physiological processes is far from that achieved for mouse and rat, the two most used model organisms in biomedical research. MicroRNAs (miRNAs) are a wide class of molecules that exert a recognized role in gene expression modulation, but only 280 miRNAs in pig have been characterized to date.

**Results:**

We applied a novel computational approach to predict species-specific and conserved miRNAs in the pig genome, which were then subjected to experimental validation. We experimentally identified candidate miRNAs sequences grouped in high-confidence (424) and medium-confidence (353) miRNAs according to RNA-seq results. A group of miRNAs was also validated by PCR experiments. We established the subtle variability in expression of isomiRs and miRNA-miRNA star couples supporting a biological function for these molecules. Finally, miRNA and mRNA expression profiles produced from the same sample of 20 different tissue of the animal were combined, using a correlation threshold to filter miRNA-target predictions, to identify tissue-specific regulatory networks.

**Conclusions:**

Our data represent a significant progress in the current understanding of miRNAome in pig. The identification of miRNAs, their target mRNAs, and the construction of regulatory circuits will provide new insights into the complex biological networks in several tissues of this important animal model.

## Background

Basic research and knowledge of human development, physiology, and pathology are closely tied by the use of suitable model organisms. Even if mouse and rat are the two mammals most used as human model organisms, many of their physiological parameters such as size, feeding, and respiratory rate are actually different from man. Furthermore, rodent genomes are evolving at a faster rate than the human genome [1]. The pig, despite a more expensive farming and a longer gestation period (114 days vs 20 days for the mouse), is a model organism that can overcome these problems thanks to several similarities with humans. In particular, the size of organs and various anatomical features, as well as physiology and organ development, are very similar in the two species allowing the use of the pig as model to study different important issues such for example pathologies affecting the cardiovascular [2], [3], gastrointestinal [4], and neuronal [5] systems, eyes [6] or muscles [7] or problems related with organ transplantation [8], [9]. Indeed, the pig has become the most important species for the production of xenografts to overcome the growing gap between request and availability of human organs suitable for transplantation [8], [10], [11]. Moreover, many varieties of pigs play a relevant role in the economy of human feeding, opening issues on food safety where it is used to study host-pathogen interaction [12].

Despite this well-documented importance, the knowledge about the genome organization, gene expression regulation, and molecular mechanisms underlying the physio-pathological processes of the pig are still far from the knowledge we have achieved for the mouse and rat. More than 90% of the porcine genome has been completely sequenced by the Swine Genome Sequencing Consortium [13]. Detailed information on the porcine genome, together with emerging transgenic technologies, will enhance our possibilities to create specific and useful pig models. Recently, the atlas of DNA methylomes in porcine adipose and muscle tissues was published [14] and a great effort was made to associate the genome sequence knowledge to studies faced at gene expression analysis. Many of these studies were focused on swine immune system [15]–[19], while a genome wide expression analysis in different tissues has been described [20]. In this scenario, the knowledge of miRNA expression, tissue specificity, and regulation acquire a fundamental role in the study of the transcriptome plasticity of the pig.

MicroRNAs are small non-coding RNAs that regulate gene expression in animals, plants, and protozoa. Transcribed from genomic DNA as long hairpins (pri-miRNAs), they are processed in the nucleus and exert their function in the cytoplasm where one strand of the ∼22 nucleotide duplexes is loaded in the RISC complex leading to mRNA translational repression and/or mRNA destabilization and degradation [21].

Recently, many studies have been directed to pig tissue-specific miRNA repertoires using deep-sequencing approaches. McDaneld [22] and Zhou [23] identified genes expressed in porcine skeletal muscle and predicted the miRNAs that may target these genes. Liu and colleagues discriminated between oxidative and glycolytic skeletal muscles identifying miRNAs that play essential roles in the phenotypic variations observed in different muscle fiber types [24]. Siengdee [25], McDaneld [26] and Huang [27] detected miRNA and mRNA involved in skeletal muscle development. MiRNA expressed in the kidney of different porcine breeds were analyzed, leading to the identification of breed-specific miRNAs, which could be potentially associated to specific phenotypes [28]. Moreover, miRNAs expressed by teeth have been studied as tools for investigating the molecular mechanism of tooth development [29] and those expressed by the pig intestine tracts [30] could be useful to study human pathologies of this organ due to the similarity among the two species. Also in the pig brain the miRNA repertoire was studied, leading to the identification of miRNAs that are specifically activated during brain development [31]. MiRNAs expressed during embryonic life in testis, ovary and spermatic cells of the pig were discussed in recent papers providing a valuable resource for investigators interested in the regulation of embryonic development in pigs and other animals [32]–[36]. Pituitary gland is important for homeostasis through specific hormone secretion: Hongyi and colleagues showed that cells of this gland produce a lot of miRNA involved in both development and physiology of this organ [37]. Li and colleagues demonstrated, in a comparison of muscle and adipose tissues of the pig, that a complex regulatory network may underlie the subcutaneous fat development due to the great diversity of miRNA composition and expression levels found in the two tissues [38].

To obtain better insight into the biological function of this class of small RNA molecules, the identification of all miRNAs expressed from the pig genome is essential to monitor their activity and function in different tissues and to fully identify their potential mRNA targets [39]–[42].

The study presented in this paper was aimed at contributing to a complete view of the pig miRNome and to improve knowledge of miRNA function in different pig tissues. First, we systematically analyzed the pig genome to identify putative pre-miRNA structures. In second instance, we experimentally identified true positive pre-miRNAs, i.e. those producing mature sequences, using modified RNA-primed Array-based Klenow Extension (RAKE) approach [43], [44] and RNAseq technologies with a pool of RNAs from 20 different tissues. This work is expanding the information on miRNA-tissue knowledge as it was reported up to now by Chen's [39] and Xie's [40] papers, who analyzed three or ten individual porcine tissues. The experimental identification of this large set of miRNAs and mRNAs allowed the concurrent characterization of the relationships between miRNA isoforms (isomiR) and between miRNA and miRNA star (miRNA*), and the analysis of tissue specific transcriptional regulatory networks.

The bioinformatic predictions of miRNA targets is a research field of a great expansion with a growing number of tools becoming available [45]. However, the rate of false positive results obtained with these tools is still very high, so we reasoned that the correlation between expression of miRNA and predicted targets, in their common physiological context, would be a useful strategy to support their connection and thus the functional relevance of predicted pairing. Both miRNA target prediction and mRNA/miRNA tissue expression provide novel or revised miRNAs description, substantially improving the view of miRNA-directed regulation in pig tissues.

## Results

### Bioinformatic prediction of pre-miRNAs

The identification of putative pre-miRNAs was made following two complementary approaches. The first approach was meant at identifying conserved miRNA through the comparison of the pig genome sequence with the collection of miRNAs identified in other species. The second approach was a *de novo* identification based on the prediction of the putative pre-miRNAs structures in the porcine genome.

We found that 39.8% of miRNAs in miRBase database (Ver. 14) are putatively conserved in the pig genome. We call conserved a genomic sequence that has a perfect match of the ‘seed region’ and at least 50% similarity to the pre-miRNA sequence. A small percentage of conserved miRNAs show similarities to invertebrate sequences (*Saccoglossus kowalevskii* 2.22%; *Branchiostoma floridae* 2.74%) while the great majority derive from primates (Figure 1). The percentage of pre-miRNAs putatively conserved in *Sus scrofa* was correlated with the phylogenetic distance between pig and other species. Even if there is an odd distribution of the number of discovered miRNA along the phylogenetic tree (Figure 1) still, it appears that, as the phylogenetic distance increases, the percentage of conserved miRNAs decreases (Pearson correlation: −0.53) (Table S1).

**Figure 1:**
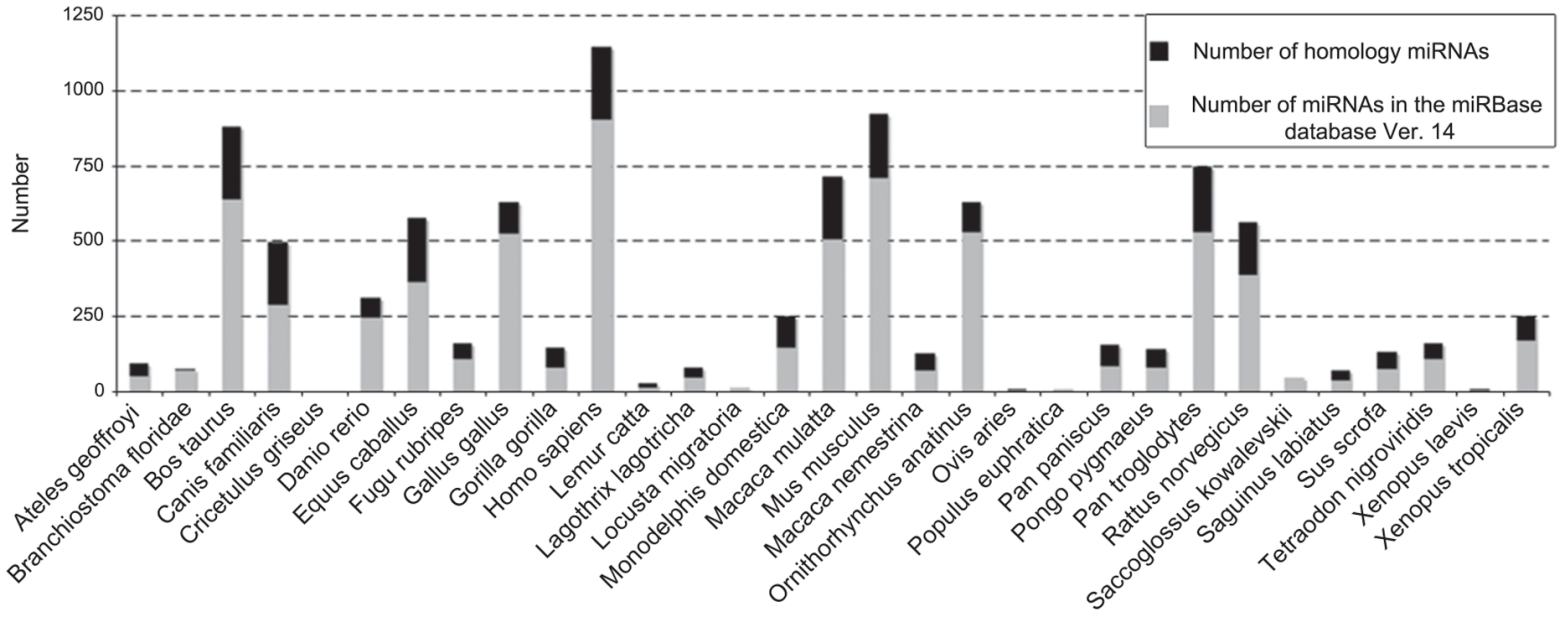
Number of conserved miRNAs. For each indicated species, the grey bars indicate the total number of miRNAs present in the miRBase db (version 14), whereas the black portion indicates the number of miRNAs with conserved seed region and at least 50% similarity of the pre-miRNA sequence with the sequence of the pig genome. Lower percentage of miRNAs with homology to pig genome are seen in invertebrates (e.g. *Saccoglossus kowalevskii* 2.22%; *Branchiostoma floridae* 2.74%), while higher percentages are found in primates.

The *de-novo* identification of miRNAs was based on the recognition in the whole pig genome of hairpins that are compatible with the canonical pri-miRNA secondary structure. This analysis resulted in 10,618,726 distinct candidate pri-miRNAs that, filtered with the triplet SVM algorithm (probability score higher than 0.998), produced 10,239 probable pre-miRNA hairpins (Table A in Table S2) [46]. Finally, the sequence of Drosha binding site was identified through the Microprocessor SVM algorithm [47], obtaining 5,100 unique entries (SVM score <0, Table B in Table S2).

### Experimental identification of mature miRNA sequences

A series of microarrays, based on the RAKE approach, was used to experimentally identify mature miRNAs predicted by bioinformatic approaches (conserved and *de-novo* computationally identified pre-miRNA) [43], [44]. This experiments has two important consequences: first it leads to the identification of true positive pre-miRNA among all predictions and second it makes possible the identification of the mature miRNA sequences originated from pre-miRNAs. In fact, computational analyses are unable to predict the correct boundaries of the mature miRNAs. However, RAKE technology is able to identify only one of the ends of the mature sequences from each microarray experiment (see methods). This drawback was turned into an advantage because, to reconstruct a mature miRNA sequence, the independent experiments to determine 3′-end and 5′-end produce a statistically conserved signal compatible with the miRNA dimension.

Two microarrays (GPL13319 and GPL13320) with 90,000 probes each were synthesized to determine the 3′-end of miRNAs. Microarray probes were organized in tiling paths of 44 probes complementary to every predicted pre-miRNA. 22 probes, each shifted by one nucleotide, span each arm of the stem-loop structure of the predicted pre-miRNA (Protocol S1). These two platforms were used to screen 6,129 predicted pre-miRNAs (conserved and *de-novo* predictions) and the 215 known miRNA sequences collected from miRBase and the literature [26], [27], [48]–[50], using a pool of small RNAs prepared from 20 different tissues of the pig (Protocol S1). 

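Small RNA from 20 tissues of 3 adult pigs, aged 12 months, was pooled before hybridization, so each signal describes the pool and belongs to no single tissue. The pool held large vessels, heart, skeletal muscle, liver, kidney, lung, gut, skin, adipose tissue, spleen, lymph node and white blood cells, and it held no brain or embryonic tissue. The signals analysed here come from 1 of the 2 arrays made for the 3′-end; the other array is not used here. In the RAKE reaction an unlabelled miRNA paired to a probe serves as primer for the Klenow enzyme. It is extended with biotinylated dATP only where its 3′-end is fully paired, and the biotin is then stained with Cy3-streptavidin, so that a bright probe marks a candidate 3′-end. The same pool was hybridized in 4 experiments, each scanned at a low, a medium and a high setting of the photomultiplier (PMT), which gives 12 scans. Protocol S1 has an array re-used for up to 4 experiments, with stripping before each replica, and the order of the experiments is not given. The spread between experiments is thus that of repeated measurement of 1 pool, any effect of stripping and re-use included. Pigs or tissues add nothing to it. Scans of 1 experiment are the same hybridization and were not counted as replicates for the bright probes and the correlations between experiments. The comparison of high and low scans was fitted both without and with regard to the experiment. The sample labels give a larger amount of RNA per tissue than Protocol S1 does. The authors quantized the 16-bit images with the Combimatrix imager software, and the deposited values are median fluorescence intensities on a linear scale, with no background subtraction or normalization stated for this array. The table holds 94928 probes under numbers only, which are not tied here to a pre-miRNA, an arm or a tiling position, so no miRNA is named and all probes were analysed together, any control or empty features included. The median intensity at the medium setting was 477.5 in experiment 1, 1151 in experiment 2, 926 in experiment 3 and 457 in experiment 4. Each scan was therefore compared on its own scale, by ranks, by a threshold taken from the scan itself, or as log2 intensity centred on the median of the scan.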

3′-ends of the mature miRNAs were automatically annotated by processing raw microarray data through a custom algorithm (Peaks identification) (see Methods). We identified 1,875 responsive probes (i.e. 3′-ends) including cases of alternative 3′-ends on the same pre-miRNAs (Table C in Table S3).

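On the array analysed here, 5038 of the 94928 probes (5.31%) were bright in all 4 experiments at the medium PMT setting. A probe was called bright above the median of its scan plus 3 scaled median absolute deviations. If the experiments shared nothing, the share of bright probes in each would give 9.18 probes bright in all 4. The experiments put the same pool on the same probes, so an excess over this number was fixed beforehand. The median of these probes lay 6.52-fold above the median of the scan, a gap that the threshold itself selects for. Their median SD between the 4 experiments was 0.39 on the log2 scale, and that of all other probes 0.40. Nearly equal numbers were bright in all 4 experiments at the low setting, 4995 probes, and at the high setting, 5015 probes. At the medium setting 487 further probes were bright in experiments 2, 3 and 4 but not in experiment 1, while 11240 probes were bright in experiment 1 alone. With the 99th percentile of each scan as the threshold, which admits 950 probes in each experiment, 531 probes were bright in all 4 experiments at the medium setting, 262 in experiments 2, 3 and 4 but not in experiment 1, and 319 in experiment 1 alone. A bright probe is not yet a responsive one, since brightness was set against the whole scan and not against the tiling group of the probe, and the bootstrap of the paper was not run here because the groups are not tied to the probe numbers. The paper takes as a 3′-end a probe whose fluorescence stands above the rest of its tiling group in every experiment.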

Pre-miRNA sequences, positive for the presence of a 3′-end, were used to design a new microarray platform (GPL13321) to detect miRNA 5′-end. The definition of the 5′-end represents a critical step because it defines miRNA seed region. This novel platform was composed by a tiling of 16 probes spanning the putative 5′-terminus of each 3′-end positive pre-miRNAs. Differently from 3′-end identification, the same 20-tissue RNA pool was first retrotranscribed and then hybridized to the described microarray (Figure 2 A). The Peaks identification algorithm was able to identify 2,120 responsive probes for the 5′-ends of miRNAs with 65% significance and of 240 with 58% significance, for a total of 2,360 responsive probes (Tables D and E in Table S3). Since the 5′-end identification is critical, we decided to reduce the significance threshold and to re-evaluate the results of the bioinformatics prediction in terms of miRNA expression measured by RAKE. The combination of bioinformatic prediction and expression studies with the tiling microarrays (3′- and 5′-end) resulted in the final identification of 1,459 candidate miRNA sequences corresponding to 1,102 hairpin sequences. Of these, 215 correspond to previously known miRNAs, 226 to conserved miRNAs (15.49%), and 1,018 represent novel potential miRNAs (69.78%) (Tables F and G in Table S4).

**Figure 2:**
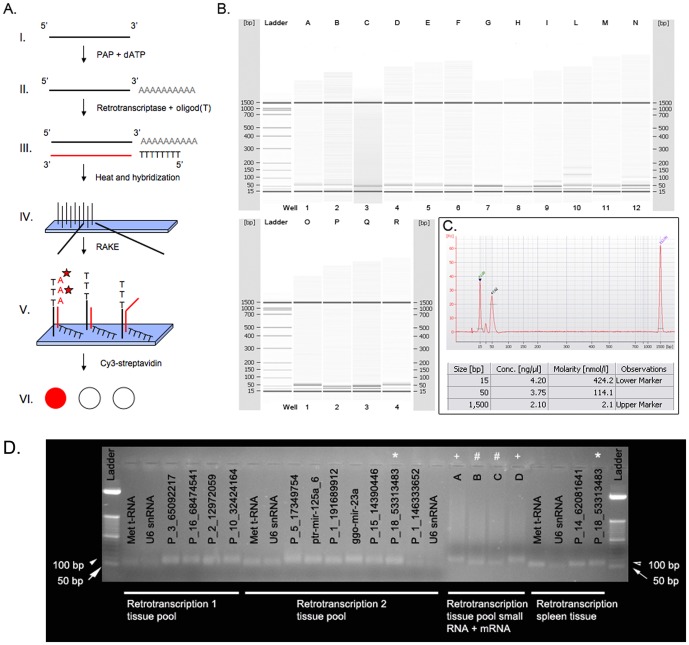
MicroRNA identification. A. Description of the method used to identify the 5′-end of the miRNAs. The small-RNAs (I) were subjected to a poly-adenylation step (II) and then to retrotranscription (III), using a 3′-degenerated oligod(T) primer to avoid long tails at the end of the cDNAs that could create problems in the hybridization step (V). We used a retrotranscriptase lacking terminal transferase activity to preserve the natural 5′-end of miRNAs. Produced cDNAs were probed to the microarray and used as primers in extension reactions performed with the Klenow polymerase and dATP-biotin (A-★) (V). Retrotranscribed miRNAs whose 3′-ends perfectly match a specific probe are extended (V). Only perfectly hybridized probes allow the incorporation of biotinylated dATP, producing a fluorescent signal due to the successive incubation of microarrays with Cy3-strepatvidin (VI). B. Gel-like images for the PCR amplified miRNAs. Samples I, L, and N showed multiple bands compatible with the dimensions of pre-miRNA, while samples A and D are bigger than expected (see Protocol S1). C. Electropherogram for the sample G. Peaks are evident for lower and upper markers, for the amplified miRNA (50 bp), and for the ladder (25 bp). The table indicates the concentration and size of the peaks identified in the electropherogram. D. Agarose gel electrophoresis of miRNA specific PCR products. Only primers A, B, C, D were used to amplify miRNA from samples containing mRNA while others are amplified from small-RNA purified population. MicroRNA amplification from mRNA containing samples is evidenced, but primer cross-hybridization with mRNA sequences causes the smear over the specific band. This pinpoints the necessity of miRNA purification for miRNA specific PCR amplification. Upper symbols (*, #, +) indicate the same amplicon and below the gel are indicated starting material used in the retrotranscription reaction. The letters and names over the gel lines correspond to the primers listed in the table SM2 of Protocol S1.

### Validation of RAKE results through RNA-seq experiments

To strengthen our results, we compared RAKE data with different RNA-seq datasets. We used five public RNA-seq datasets of various pig tissues (GSE28169, GSE14584, GSE17885, GSE24443, GSE30334 [33], [41], [51]) and three different RNA-seq experiments performed in our laboratories using the Ion Torrent technology with RNA from pig adipose, liver, heart, kidney and skeletal muscle tissues. A total of ∼400 milion of reads, not matching with coding transcripts or other RNAs but miRNAs, were mapped on pre-miRNA sequences.

RAKE responsive hairpins were classified as high, medium and low confidence miRNA precursors according to sequence coverage by RNA-seq data. Of the 1,102 predicted hairpins initially confirmed after RAKE, 299 were classified as high confidence pre-miRNAs resulting > = 10 the coverage of their mature sequence, while 254 hairpins were classified as medium confidence pre-miRNAs with an averaged coverage of the mature sequence > = 3 and <10. 424 miRNAs originate from high confidence and 353 from medium confidence pre-miRNAs (Tables H and I in Table S4). Hairpins identified as responsive for the presence of mature miRNA only by RAKE have been classified as low confidence. Comparing RAKE result with those obtained by Chen and colleagues [39] and Xie and colleagues [40] we obtained an over imposition of 42% and 49% respectively (Tables J and K in Table S5). This over imposition increases if it is considered miRNA they detected basing on miRBase information (75% and 56% respectively) indicating the importance of stringent criteria in miRNA identification process. Only high confidence miRNA sequences were considered for further analyses to describe gene regulative network in different pig tissues.

### PCR-based validation of RAKE results

After the RNA-seq experiments we ended up with three classes of miRNA defined as high, medium and low confidence. To check experimentally the reliability of this classification, we tested 30 RAKE-positive miRNA candidates by PCR-based amplification (Protocol S1). 23 were confirmed by the amplification of a single specific product with the expected dimension, and this number increases to 26 if we include amplifications compatible with pre-miRNA products and no aspecific amplicons (Figure 2 B, 2 C, 2 D and Protocol S1). PCR amplification from non-enreached miRNA (material containing mRNA) does not allow the production of a single band, probably because of the cross-hybridization of primers with mRNA sequences (Figure 2 D). Of the 23 positive miRNAs, 10 belong to the high confidence set, 2 to the medium and 11 to the low confidence set demonstrating that also medium and low confidence sets contain real miRNA (Protocol S1). Moreover, qRT-PCR experiments demonstrated the reliability of RAKE for measuring miRNA expression levels (see next section).

### Tissue-specific microRNA expression signatures

Before performing a genome-wide analysis, miRNA expression was validated by qRT-PCR. We considered five different miRNAs. Since the pig is an important animal model for pre-clinical studies, especially for cardiovascular diseases [52], four miRNAs highly expressed in the heart and one presenting a pronounced expression in the liver were chosen. Their expression was evaluated by qRT-PCR in five different tissues: liver, spleen, atrium, skeletal muscle, and white blood cells (Figure 3). We obtained a range of correlation between microarray and qRT-PCR results comprised between 0.6 and 0.99 (Figure 3). According to RNA-seq results, only one tested miRNA did not fall in the high confident class (P_16_68474541_68474601), nevertheless it showed a correlation between qRT-PCR and microarray results higher than 0.9. Bringing forward results about the integration of miRNA and mRNA expression it is interesting to notice that putative target genes of the four miRNAs highly expressed in the heart are enriched in the ubiquitin protein ligase binding capacity. This result is interesting since inhibition of the cardiac proteasome, here evidenced as potentially regulated through miRNAs, has been shown to be cardio protective under some circumstances [53].

**Figure 3:**
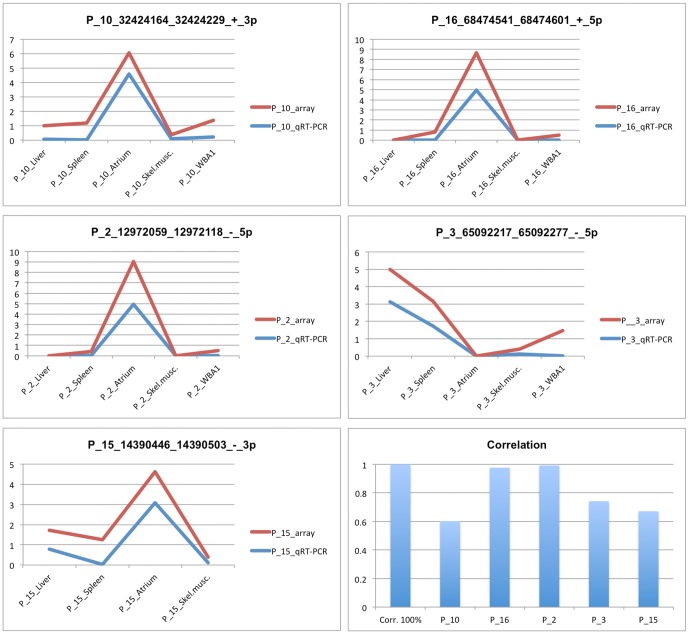
MicroRNA expression comparison. MicroRNA expression profiles from qRT-PCR (blue line) and microarray analyses (red line). The Y-axis represents miRNA quantity related to the average quantity in the considered tissues. Correlation between qRT-PCR and microarray expression profiles range from 0.6 to 0.99.

Next, we analyzed the expression pattern of the discovered miRNAs across 14 different tissues of the pig. Given the results of PCR validations, the microarray platform to profile miRNA expression was designed to cover all the miRNA types (high, medium and low confidence). MiRNA expression was evaluated using RAKE coupled with a spike-in based quantization method [54], [55] (Protocol S1) (GSE28140). This genome-wide study allowed the separation of tissues according to miRNA signatures. They cluster according to the structure, anatomical location, and physiological functions of tested organs, suggesting that the function of a miRNA could be inferred by the biology of tissue in which it is uniquely or mainly expressed. MicroRNA expression profiles divide pig tissues in three large clusters (Figure 4 A): a) tissues with contractile properties like heart atrium and ventricle, stomach, tongue, and skeletal muscle, b) circulating cells (white blood cells), and c) all other examined tissues (liver, skin, adipose tissue, lung, lymph node, spleen, and kidney). Gene expression pattern of the stomach is linked to contractile tissues, showing that the smooth muscle component is predominant over the epithelial tissue of the stomach wall, while the skeletal muscle shows an expression pattern more comparable to that of the tongue. The profile of white blood cell samples formed an out-group in the clustering tree, reflecting the specific features of these cells. The third cluster is composed of a group of tissues, such as lymph node, spleen, and adipose tissue. The similarity between spleen and lymph node samples reflects their important role for the immune system. MiRNA analysis of human normal tissues showed that these tissues have a very similar expression profiles also in man [56]. Hierarchical clustering of mRNA profiles (Protocol S1) (GSE27853) shows a tissue stratification that closely resembles those obtained for miRNAs (Figure 4B), with tissues involved in immunity that group together.

**Figure 4:**
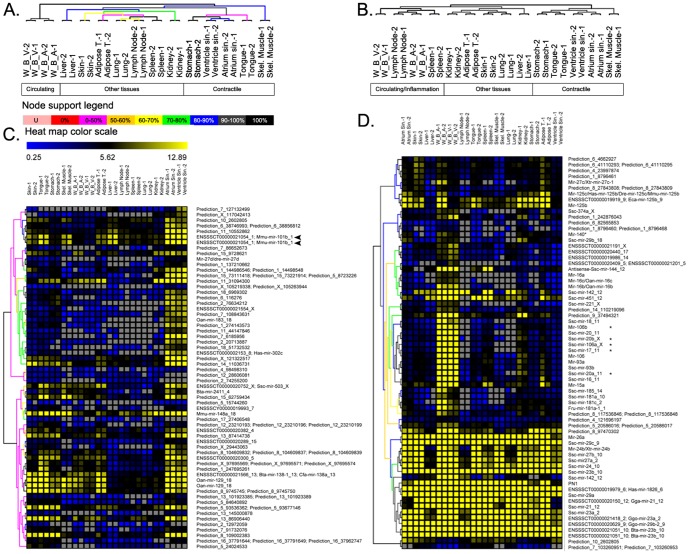
Cluster analysis of miRNA and mRNA expression signatures in 14 pig tissues. A. Clustering tree of pig tissue samples according to miRNA expression data. The color of the arms describes the statistical support for the nodes, based on data resampling, as quantified in the node support legend. Each experiment was performed in duplicate, with replicas indicated with numbers 1 and 2 in the sample name. B. Clustering tree of pig tissue samples according to mRNA expression data. C. Heat map of miRNA specifically expressed in heart (atrium and ventricle). Arrows indicate most up-regulated miRNA. D. Heat map of the miRNAs specifically expressed in white blood cells. * indicates components of mir-17 family. Grey squares indicate expression below the limit of detection. L.A. = Left Atrium; W.B.A. = White Blood Cells from Arterial blood; W.B.V. = White Blood Cells from Venous blood; L.N. = Lymph Node; S.M. = Skeletal Muscle; A.T. = Adipose Tissue; L.V.: Left Ventricle.

Many miRNAs are expressed across several tissues, but large sets of miRNAs were found to have, instead, a tissue-specific expression. Five different clusters of miRNAs appear to be restricted to white blood cells, myocardium, skeletal muscle, adipose tissue and liver respectively. Hereafter we discuss the miRNA clusters specific for white blood cells (WBC) and myocardium because of the importance of these two tissues in cardiocirculatory system [57].

#### Myocardium

Despite structural and functional similarities with human myocardium and the wide use of pig heart valves in cardiovascular surgery [58], [59], there are few genome-wide experimental identifications of miRNAs in the pig heart [60]. Our analysis identified a cluster of miRNAs preferentially expressed in atrium and ventricle with some overlap with those expressed in the stomach (Figure 4 C). Many components of this cluster are pig-specific miRNAs, and the most up-regulated is mir-101b, which appears to have an important role in heart function because it was found under-expressed in the ischemic reperfused myocardium in the rat model [61].

#### White Blood Cells

We found that miRNAs with higher expression in WBCs includes different miRNA families: mir-15, mir-17, mir-181, mir-23, mir-27 and mir-29 families. The mir-17 family is the one most enriched (p = 3.24 E-4; Table S6) and comprises mir-17, mir-18a, mir-19a, mir-20a, mir-19b-1 and mir-92-1. This family is expressed as polycistronic units, revealing a common regulatory mechanism [62], that is confirmed by the similarity of their expression profiles (Figure 4 D). Another gene family that we evidenced prevalently expressed in the WBCs is mir-29 (mir-29a, mir-29b, mir-29c; p = 2.19 E-4). This family is prevalently involved in different lymphomas [63] and its downregulation is associated with disease progression and poor prognosis of these tumors [64].

Interestingly, miRNA/miRNA* couples show a peculiar and different expression pattern across different tissues (Figure 5), indicating that the two members of the couples may have different functions and could be retained in the RISC complex according to the specific function exerted in different cellular environments.

**Figure 5:**
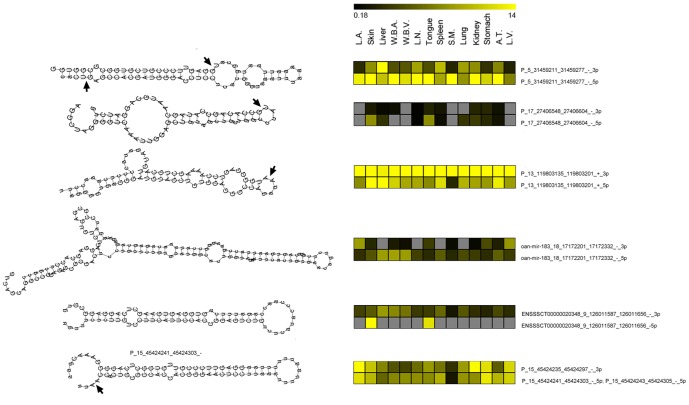
Structural features of pig pre-miRNAs and alternative expression profiles of derived miRNA-miRNA* pairs. The left column reports the pre-miRNA hairpin structures as defined by the RNAfold algorithm. For each pre-miRNA, uppercase letters indicate miRNA mature sequences and black arrows their alternative 5′- and 3′-ends. The right column shows the expression signatures of miRNA-miRNA* pairs derived from pre-miRNA hairpin depicted in the left column. Expression was monitored by microarray RAKE on 14 different pig tissues (for tissue symbols see description in the caption of figure 4). The color intensity scale reported on top of the heat maps is proportional to the concentration of miRNAs and varies from black (low concentration) to bright yellow (14 pM concentrated). Gray squares indicate concentration under detection limit. MicroRNA identifications are composed of features (letters and numbers) divided by underscores as explained below. The first feature is the miRNA name and could be P (standing for predicted and referring to the *de-novo* identification), the Ensembl, or the Ver. 14 miRBase identifications (homology identification). The second feature indicates the chromosome number where the pre-miRNA is located. The third and fourth features indicate the start and stop nucleotide positions of pre-miRNAs in the pig genome. The fifth feature (+ or −) shows the template DNA strand. The sixth feature (3p or 5p) distinguishes the two arms of pre-miRNA hairpins. MicroRNA and miRNA* show an opposite expression profile across the different tissues that support a different functional role for miRNA and miRNA* in specific tissues. For example, mir-183_18_17172201_17172332_-_3p is highly expressed in L.V and L.A., but not in the Liver, L.N., Spleen and Lung where its 5p counterpart is instead more expressed.

Tissue-specific expression studies of microRNA provide clues for the regulatory mechanisms that regulate their expression but the comprehension of their function is facilitated by the discovery and association with their correct mRNA targets. To this aim, a new microarray platform was developed to obtain the profiles of all large RNA transcripts in pig tissues to be integrated with miRNA profiles.

### Integration of miRNA and mRNA expression signatures and identification of miRNA targets

We performed mRNA expression profiling on the same tissues selected for miRNA profiling. Expression profiles were obtained with a new oligonucleotide microarray platform (GPL13259) that covers the full repertoire of long RNAs transcribed by the pig genome (ENSEMBL ver. 64 and UniGene ver. 38). On the basis of sequence similarity, UniGene features that overlapped more than 40% an Ensembl transcript were discarded. After this filter, we obtained 40,267 UniGene clusters and 19,603 Ensembl transcripts (protein coding+pseudogenes+retrotransposed elements). Before proceeding with definitive microarray, different probes were computationally designed and the two best probes in terms of specificity and proximity to the 3′-end of the transcript were experimentally tested in a trial hybridization with a pool of RNAs prepared from 20 pig tissues (GSE28636). For each transcript with a duplicated probe, we selected the probe that was more responsive and specific on the basis of intensity of fluorescence in the hybridization test, as suggested by Kronick [65]. The definitive pig whole-genome microarray here used for gene expression analysis is composed of i) 17,048 replicated probes and 963 unique probes specific for Ensembl transcripts, ii) 11,363 replicated probes specific for UniGene clusters of length comprised between 778 and 1,348 nt, and iii) 28,790 unique probes specific for the remaining UniGene clusters. As a result, 98.2% of the probes of the Ensembl transcripts mapped within 2,000 nt from their 3′-end while the percentage for UniGene clusters reached 99.9%. With this design procedure, we were not able to produce specific probes for 114 UniGene clusters and 1,592 Ensembl transcripts. To overcome the still poor gene annotation of the pig genome, we tried to increase the number of annotated features on the microarray by mining description and protein annotations to associate to our probes. Basically, for those whom HUGO symbol was not present we mined the description available from Unigene database and retrieved (if present) additional gene or protein IDs. All IDs were manually curated (GPL13259).

The unsupervised hierarchical cluster analysis of mRNA expression profiles (Protocol S1) (GSE27853) showed a tissue stratification that closely resembles that obtained from miRNA expression (Figure 4 B), indicating that the two RNA population work synergistically in establishing tissue specificity.

We next integrated the mRNA and the miRNA profiles by matching the datasets obtained for each pig tissue. A major limitation in the network analysis of genetic circuits is the unavailability of mRNA and miRNA profiles from the same sample. The present study overcomes this limitation and provides fully compatible datasets for developing new algorithms, other than those published [66], to detect modulation of target mRNA expression by miRNAs. Using bioinformatic approaches based on the identification of the seed region matching the 3′-UTR of the mRNAs (TargetScan algorithm [67]), we associated the collection of pig miRNAs with their potential mRNA targets. Furthermore, the expression of the mRNAs was integrated with those of miRNAs to gain insight on the function of the identified miRNAs. The global interaction network was composed by 5,226 nodes (miRNAs and mRNAs) and 15,235 edges (interaction between miRNA and mRNA and between different mRNA; see Methods) (Table S7). Our objective was to identify miRNA and mRNA expression patterns that may contribute to maintain tissue functionality and specificity. We were able to build tissue-specific mRNA/miRNA interactive networks for each of the 14 porcine tissues by the anti-correlation of mRNA/miRNA expression patterns [66]. Moreover, the same approach was applied to identify long intergenic non-coding RNA (lincRNA) that can function as sponges for miRNA [68], [69]. We detected five different lincRNA that have and expression profile that highly correlate with different miRNA (Table S8).

### Tissue-specific regulatory circuits

The integration of the tissue specific mRNA/mRNA and mRNA/miRNA interaction maps results in networks with a bipartite structure (Figure 6). One part of the network connects downregulated miRNAs and upregulated mRNA targets and we define it as “permissive” while the other part connects upregulated miRNAs and downregulated target mRNAs and we name it “repressive”.

**Figure 6:**
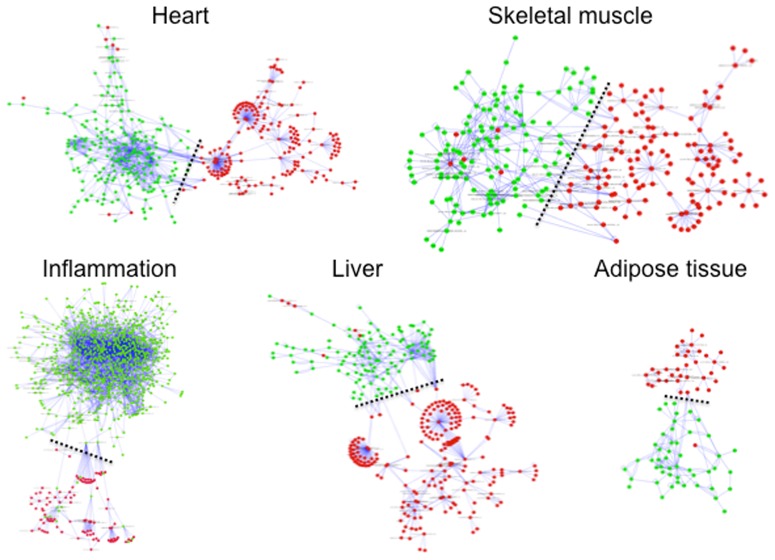
Tissue specific networks. All networks evidence a bipartite structure and dash line indicates bipartition point. In green is indicated the “permissive” part of the network connecting downregulated miRNAs and upregulated mRNA targets and in red the “repressive” part connecting upregulated miRNAs and downregulated target.

The most complex network we identified was that related to tissues involved in inflammatory responses. It can be deconstructed in at least 18 functional modules. Here we will discuss modules containing at least 4 miRNAs since we are interested in mRNA regulation miRNA-dependent. Module 1 is made by 116 nodes and 276 edges (Figure 7 A) and, according to gene ontology analysis, it describes cell homeostasis through autophagy process. The subject of the second permissive module (Figure 7 B), (73 nodes and 110 edges) can be described as the transcription regulation in inflammatory cells. An interesting gene of this module is PLBD1 that codify for a phospholipase B precursor purified from normal granulocytes [70]. The expression of this gene appears to be connected in the module with 8 different miRNAs whose expression level is anti-correlated. The third module (48 nodes and 68 edges) contains different inflammatory pathways like those related to Toll-like receptor, NF-kB signaling and apoptosis (Figure 7 C).

**Figure 7:**
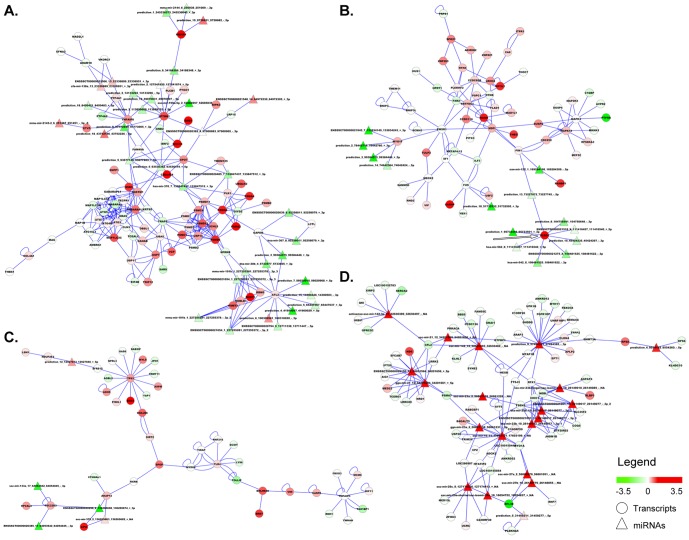
Modules of network describing tissues involved in inflammatory processes. A. Module 1 describes cell homeostasis through autophagy process. B. Module 2 can be described as the transcription regulation in inflammatory cells. An interesting gene of this module is PLBD1 (arrow) that codify for a phospholipase B precursor purified from normal granulocytes. The expression of this gene appears to be modulated in the module by 8 different miRNAs whose expression level is anti-correlated with that of the gene. C. Module 3 that contains different inflammatory pathways like those related to Toll-like receptor, NF-kB signaling and apoptosis. D. Repressive part of the general network is characterized by phosphor- and lipid biosynthetic processes and cytoskeleton/cell shape organization. Color coded are represented as log_2_ (sample/average of all samples). Circles are for mRNA while triangles for miRNAs. Edges indicate a relation between mRNA recovered from BioGRID database or between mRNA and miRNA according to TargetScan based target prediction.

The repressive part of the network involved in inflammatory responses (Figure 7 D) is characterized by phosphor- and lipid biosynthetic processes and cytoskeleton/cell shape organization.

We generally noted that miRNAs highly expressed in well-differentiated tissues, where the protein turnover is relatively slow, control processes associated with regeneration and proliferation. For example, positive regulation of apoptosis and developmental pathways are biological functions enriched (enrichment score 2.64 and 1.76 respectively) by mRNAs that are anti-correlated with miRNAs highly expressed in skeletal muscle (Table M in Table S9). Other significantly enriched categories are those describing the positive regulation of T cell activation, regulation of cell cycle and striated muscle cell differentiation (enrichment score are 1.34, 1.30 and 1.29 respectively) (Table M in Table S9). Another example of this relationship is given by the network related to heart. Regeneration ability is not maintained for this organ in the adult life [71], and in fact our results show that miRNAs highly expressed in heart are those related to (and thus inhibiting) ubiquitin-dependent catabolic processes and proteolysis (enrichment score 4.01) (Table N in Table S9). Conversely, up-regulated transcripts of the heart connected to downregulated miRNAs in the permissive network are involved prevalently in the maintenance of protein folding, cell vitality and mitochondrion respiration (Chaperon function, enrichment score 8.62; regulation of cell death, enrichment score 8.12; organelle envelope, enrichment score 8.01; Table O in Table S9).

In skeletal muscle, the permissive network is enriched with transcripts coding for proteins involved in muscle contraction and in sarcomeric Z-disc structure (Table P in Table S9) and shows a high anti-correlation with a group of miRNAs. Moreover, some important genes of the heart, such as the Ras-related associated with diabetes (*RRAD*), which may play an important role in cardiac antiarrhythmia [72], the ubiquinol-cytochrome c reductase core protein I (*UQCRC1*), which is involved in cardiomyopathies, and the solute carrier family 25 (mitochondrial carrier; phosphate carrier), member 3 (SLC25A3), whose deficiency is associated with hypertrophic cardiomyopathy [73] are inversely correlated with the expression of different miRNAs. The comparison of permissive networks for skeletal muscle and heart evidences that the heart specific network is characterized by genes involved in the formation of adherent junctions.

In conclusion, trough the integration of the interaction maps from the BioGRID database [74] and transcripts inferred as miRNA targets we produced networks that summarize the molecular interactions controlling the steady states of pig tissue in normal conditions.

## Discussion

### MicroRNA identification

According to the guidelines for miRNA annotation [75], a putative miRNA sequence should be supported by data demonstrating its evolutionary conservation and by evidence of expression in order to be recognized as a genuine miRNA. The collection of miRNAs presented here is supported by stringent bioinformatic criteria. Interestingly, the number of conserved miRNAs is related to the phylogenic distance between *S. scrofa* and the species considered in the evolutionary comparison (Figure 1). This indicates that miRNA functional role is maintained across phylogenetically close species, while species-specific miRNAs with their peculiar function may be lost during evolution.

We also adopted stringent criteria to experimentally validate the predicted miRNAs. RAKE and deep sequencing experiments allowed the identification of 299 hairpins (high confidence) that maturate functional miRNAs. Moreover, PCR-based validation of RAKE results was used to discuss the possibility to obtain mature miRNA from other pre-miRNA. Interestingly, with this approach we showed that different pre-miRNAs, in addition to those defined as highly confident, allow miRNA maturation. This demonstrates the stringency of the criteria adopted to produce our regulatory networks, where only fully validated miRNAs were considered and the interactions did not needed to be weighted down for false positive miRNAs.

### MicroRNA gene expression

MiRNA microarrays allow for massive parallel and relative measurement of all known miRNAs, but they cannot be used for absolute quantification. In fact, the short length of miRNAs makes difficult the proper selection of complementary probes that result in a high dynamic range of melting temperatures. Here we developed a new method that integrates the hybridization of miRNAs to a specific microarray with an enzymatic elongation reaction that can take place only after the establishment of a perfect match between miRNA and probe. Moreover, we introduced oligonucleotide spikes in the hybridization and enzymatic reaction, allowing the relative quantification of miRNAs and avoiding biases related to sequence, labeling, or hybridization. An alternative method for the absolute quantization of miRNAs was recently proposed [76]. Our method allows the detection of a comparable concentration of miRNA (10^−18^ moles to 10^−14^ moles in a linear range, see Protocol S1) but, at the same time, allows the control of quality and reproducibility of hybridization with the interpolation of the spike-in dependent curve. The performance of our method is independent from sequence differences because the labeling reaction that generates the signal for the positive hybridization of a miRNA molecule to a perfectly matching probe is due to the incorporation, by the Klenow enzyme, of labeled adenosines (biotin-dATP) and not to an enzymatic process performed before the hybridization.

The method here developed was subjected to qRT-PCR control by testing the expression of five miRNAs (Figure 3). The correlation between qRT-PCR and microarray expression was good demonstrating that profiles across different tissues through our microarray technique, based on a titration curve quantization, is reliable in measuring different miRNA expression across samples. Moreover, qRT-PCR analysis anticipates results of network analysis. In fact, four highly expressed heart-specific miRNAs were chosen for these validations. The association of putative mRNA targets to these heart miRNAs shows that they are enriched for transcripts codifying ubiquitin protein ligases, enzymes that are active in protein catabolism mediated by the proteasome. The inhibition of cardiac proteasome is cardioprotective [53], [77] and, as stated by May and colleagues [77], proteasome inhibition, and also the miRNAs involved in this process that we evidenced, could provide new therapeutic strategies to prevent cardiac fibrosis and progression of heart failure.

The RAKE method allowed us to analyze the expression signatures of 14 different pig tissues. They cluster according to anatomical proximity and functional similarity. Moreover, miRNA clusters are preferentially expressed in a tissue-specific manner suggesting a role for these miRNAs in the maintenance of specific molecular processes in the considered tissue (Figure 4). Some of the identified clusters are discussed below.

#### White Blood Cells

Recently, pig and human pathologies have been linked by the discovery that the H1N1 strain of influenza virus is able to infect humans with potential pandemic effects [78]. Therefore, it would be important to understand the immune system of these mammals and the molecular mechanisms that lead to viral infection. Moreover, the identification of miRNAs prevalently expressed in WBCs could be useful in the identification of immunological mechanisms that are important for the butchering industries. The mir-17 family showed the most pronounced expression in WBC (Figure 4D and Table S6). The over-expression of mir-17, 18, 19a, and 20 was demonstrated in tumors of the lung [79] and a second study reported the up-regulation of the miR-17-92 cluster in B-cell lymphomas [62]. We found, on the contrary, that mir-17, 18, and 20a are not expressed in normal lung (Figure 4 D). Taken together, these data support the importance of these miRNAs for the function of the immune system. The study of these miRNAs could be a good basis for the identification and analysis of potential immuno-modulatory effectors in immuno-mediated diseases like multiple sclerosis, where a down-regulation of miR-17 and miR-20a associated with T-cell activation was demonstrated [80], or like inflammatory myopathies. A possible important advancement in this topic will be the identification of interactions between the miRNAs of these paralogue families and their targets.

#### Contractile Tissues

The proximity between myocardial and smooth muscles can be explained by their common properties. Smooth muscle forms the major contractile elements of the viscera, especially those of the respiratory and digestive tracts, the blood vessels, and the stomach wall. Cardiac muscle has many properties in common with smooth muscle. For example, it is innervated by the autonomous system and contract spontaneously. Presumably, cardiac muscle evolved as a specialized type from the general smooth muscle of the circulatory vessels [81]. This could explain the similarity of miRNA profiles of atrium and ventricle. The presence of the tongue-specific miRNAs in the same contractile cluster (Figure 4 A) can be explained by the fact that this organ is mainly composed of striated muscles (16 different).

#### MicroRNA/MicroRNA*

miRNA biogenesis proceeds via an obligate step that produces small RNA duplexes, and the small RNAs (miRNA and miRNA*) are necessarily produced initially by transcription at a 1∶1 ratio. However, the final ratio of mature miRNA and miRNA* is asymmetric, sometimes with an altered proportion up to >20∶1 [82]. Although one member of the miRNA/miRNA* pair is usually dominant, pre-miRNA hairpins are nevertheless evolutionarily selected to produce a specific amount of functional miRNA* species [83]. The lack of correlation between the expression rates of paired miRNA and miRNA* demonstrates that, although deriving from the same pre-miRNA, they are present in the cell at different concentrations, probably reflecting different biological functions. A simpler alternative interpretation is that certain miRNA* strands are degraded more slowly than others. Nevertheless, the alternate expression profile that we measured for miRNA/miRNA* pairs in different pig tissues (Figure 5) supports the idea of a specific biological function for each member of the couple, guided by their tissue specific expression and a completely different seed sequence.

### Prediction of miRNA targets

For a better understanding of miRNA–target interaction there is a need for studies encompassing both mRNA and miRNA expression measured in the same context. Here we integrated mRNA and miRNA signatures obtained from the same tissue sample, establishing tissue-specific circuits and discussing their possible integration and regulation. This analysis was focused on the specific mechanism of miRNA action based on mRNA degradation. We integrated mRNA gene expression, gene/gene and miRNA target interactions in comprehensive networks, evidencing circuits involved in the functional maintenance of different tissues. A new microarray platform was developed, containing the best probes that are able to detect the whole pig transcriptome.

Recently, a new microarray platform was published based on 52,355 expressed sequences comprising miRNAs in miRBase ver. 15 of pig, cow, human and mouse [20]. Differently from this platform that was constructed spanning 22 probes along the whole length of the transcripts, our platform is build instead with probes designed in the 3′-UTR of each transcript. We think that our platform is more suitable for expression studies in the pig. It is well established in fact that the 3′-UTR are specific traits of each transcript and therefore ideal to distinguish mRNA isoforms. Furthermore, miRNA activity is prevalently based on the interaction with 3′-UTR region of target mRNAs [84].

A growing number of studies have assigned to miRNAs a fundamental role in the regulation of a variety of cell processes, and many of those identified in this study are well-positioned to regulate gene expression in different pig tissues as they presented a negative correlation with the expression of their predicted targets. Several observations showed that miRNAs are essential for the normal development of mammals. Here, we suggest that they are also important in the maintenance of normal tissue function. For example, we found that genes involved positive regulation of apoptosis and developmental pathways are targeted by miRNAs in the skeletal muscle (Table M in Table S9). We reason that in adult skeletal muscle there is no need for constant expression of important transcription factors and proteins involved in chromatin regulation that are expressed during muscle development. In the heart, where the regenerative process is limited because heart muscle cells are terminally differentiated, the importance of cell structure maintenance is fundamental. From our analyses it appears that heart muscle cells control the protein degradation pathway trough ubiquitinization by upregulating miRNAs targeting mRNAs for ubiquitinating enzymes and activating chaperons to control protein folding (Table N in Table S9). Inhibition of the cardiac proteasome has been shown to be cardioprotective under some circumstances, indicating the clinical potential for understanding its function [53]. Among miRNAs preferentially expressed in the heart (Figure 4) mir-148a, mir-101, and mir-138 are particularly important. Mir-101, which we found up-regulated in normal heart, was found instead down-regulated in patients with atrial fibrillation [85]. Furthermore, we showed that different genes involved in cardiomyopathies like emerin (*EMD*), nuclear factor of kappa light polypeptide gene enhancer in B-cells 1 (*NFKB1*) are under the control of specific miRNAs.

Even if skeletal muscle and heart are both striated muscles they differ in the architecture. The skeletal muscle functional unit is a cellular syncytium where different myogenic cells are fused to form a multinucleated myofibril while heart tissue is composed by different branched cells. Different heart cells communicate and coordinate their action through junctions that allow the electrical network. This structural difference was also evidenced in the specificity of gene expression. Heart permissive network was characterized by the expression of genes transcribing for elements of cell-junction and adherens junction that are not expressed in the skeletal muscle (Table O in Table S9).

Correlation analysis pointed the importance of different lincRNA in miRNA regulation. Interestingly, one miRNA cluster (composed by miR-192 and miR-194a) appears to be regulated by the same lincRNA (lincRNA 555, ENSSSCT00000033052). Moreover, miR-92a, one component of the miR-17-92 cluster important for the function of the immune system, could be regulated by lincRNA 841 (ENSSSCT00000035481, Table S8). The fact that lincRNA 841 is more expressed in white blood cells than in other tissues could sustain its functional importance in this tissue.

## Conclusions

How the differential expression of large numbers of molecular effectors such as mRNAs and miRNAs influence tissue function remains a challenging issue for systems biology. To approach properly this problem in the pig model, we decided first to increase the knowledge and characterization of the pig miRNAome. We have used stringent parameters for the prediction of phylogenetically conserved and *de-novo* identified miRNAs, providing strong evidence for 1,102 hairpins. Among these, we considered 299 hairpins as high confident, while 254 as medium confident. Moreover, positive results of directed PCR tests for putative miRNA sequences not included in these two groups indicate that more RAKE candidates can be confirmed as functional pre-miRNA in analyzed tissues, improving the knowledge of miRNAs in the pig as well as in other mammals.

The quantification of miRNA expression in different normal tissues is a first important step to investigate their associated functions. Moreover, it can provide an essential baseline to analyze the variation of miRNA abundance in pathological conditions. Our study supports previous evidence [67] that a single miRNA can bind to and regulate many different mRNA targets and, conversely, that several different miRNAs can interact with and cooperatively modulate a single mRNA target (Figure 7). The identification of miRNAs, their target mRNAs, and the construction of regulatory circuits will provide new insights into complex biological procedures of this important animal model, evidencing that complex regulatory networks mediate many facets of eukaryotic cell function in a tissue-specific way (Figure 6).

## Methods

### Ethics statements

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the Italian Ministery of Health. Animals were provided by CISRA Institute (120TO025—ASL 3 Collegno, Torino, Italy). Pig used were 12 months old with weights of 59.7±2.3 kg. All animals were screened for Swine Vesicular Disease and vaccinated for Aujezky, Parvovirosis and Swine Erysipelas. The University of Padova was authorized to use pigs for experimental purposes (art. N. 12 D.Lgs.116 27.01.1992) under project registration number 27/08 C16, authorized by Italian Ministery of Health, according to the principles given by ISO 10993-2. All efforts were made to minimize animal suffering. Animals were sedated with midazolam (0.3 mg/kg), medetomidine (15 mg/kg), and ketamine (10 mg/kg), administered into the neck muscles. Anesthesia was induced with isoflurane in oxygen and maintained via a circular breathing system. After the injection of alfentanil (1–1.5 mg/kg/min) to maintain general anesthesia, euthanasia was performed changing inhalation gas from oxygen to carbon dioxide.

### RNA sample extraction

RNA samples (total RNA and small RNAs) were extracted from analyzed tissues of three different, not inbred pigs and kept at −80°C until use. Before performing all experiments, the three samples from the same tissue were pooled and miRNA selected through flashPAGE instrument (Protocol S1).

### Bioinformatics approaches for miRNA gene prediction and RAKE peaks identification

#### Conserved miRNA

Homologous conserved miRNAs were searched for in the pig genome (*S. scrofa*, assembly 9, April 2009) by the Blast algorithm [86], filtering out miRNAs in the miRBase database presenting similarity lower than 50% of their pre-miRNA sequence and no perfect match of the seed region.

#### De-Novo miRNA Identification

The first step of the *de-novo* bioinformatic prediction of miRNA genes consisted in the search for all the locally stable RNA secondary structures. To this end, we ran the RNALfold software [87] over the genome sequences of *Sus scrofa*. The two DNA strands were processed independently. We filtered the results by selecting structures longer than 54 and shorter than 217 bases, with a free energy lower than −27 kcal/mol and presenting at most 2 loops. A loop was defined as an unpaired region with a length between 3 and 30 nt.

In the second step, we followed the approach described by Xue [46], based on a support vector machine (SVM) to identify specific sequence and structure features connected to genuine miRNAs. To train the model, we selected as positive training set, the known miRNA sequences collected in the miRBase (Ver. 14) for the following species: *Bos taurus*, *Canis familiaris*, *Homo sapiens*, *Monodelphis domestica*, *Macaca mulatta*, *Mus musculus*, *Pan troglodytes*, and *Rattus norvegicus*. The negative set, on the other hand, was assembled collecting the tRNAs and the annotated coding sequences of *Sus scrofa*. The trained SVM was then applied to all candidates.

Finally, we selected only those candidates that presented a putative binding site for the Drosha protein. To perform this search, we used Interagon miRNA SVM software [47].

#### RAKE Peak Identification

The RAKE experimental setup associates fluorescence levels to 16 alternative starts and 22 alternative ends of each predicted miRNA that derives from the set of tailed probes designed and synthesized in the custom microarrays for each predicted pre-miRNA. To identify the most probable endpoints, we then need to analyze these values, looking for spots with a fluorescence level significantly higher than the rest of the group. We implemented this search with a bootstrap approach. Given a group of 22 measures, we extracted one of them in turn and built 10,000 simulated groups by sampling the remaining 21 values with replacement. The number of samples with an average fluorescence level lower than the value of the observed group, divided by 10,000, was taken as an estimate of the probability of having picked a true endpoint for the miRNA. For the rest of the analysis, we retained only the results with a probability higher than 0.75 for the 3′-end and 0.65 for the 5′-end. For a minor group of miRNAs, the probability threshold for the 5′-end was kept higher than 0.58. 3′-ends of miRNAs were confirmed by 4 independent experiments, while the 5′-ends were confirmed by 3 independent experiments.

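For the 3′-end array analysed here, experiments 2, 3 and 4 ranked the probes alike. At the medium PMT setting the Spearman correlation over the 94928 probes was 0.971 between experiments 2 and 3, 0.914 between experiments 2 and 4, and 0.941 between experiments 3 and 4. Experiment 1 stood apart, with correlations of 0.724 with experiment 2, 0.700 with experiment 3 and 0.664 with experiment 4. The same division was seen at the other settings, where the pairs that include experiment 1 ranged from 0.661 to 0.717 (low) and from 0.645 to 0.720 (high), and the remaining pairs from 0.918 to 0.969 (low) and from 0.909 to 0.970 (high). Among probes above the median of both scans the correlation at the medium setting was 0.600 between experiments 1 and 2, over 36301 probes. It was 0.604 between experiments 1 and 3, and 0.575 between experiments 1 and 4. Between experiments 2 and 3 it was 0.925, over 44711 probes, between experiments 2 and 4 0.808, and between experiments 3 and 4 0.844. For the probes bright in all 4 experiments, the median SD of the centred log2 intensity was 0.22 over experiments 2, 3 and 4, and that of all other probes 0.23. These correlations are across probes of 1 RNA pool, and probes are not independent replicates, so no p-value is given.

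**Figure D1:**
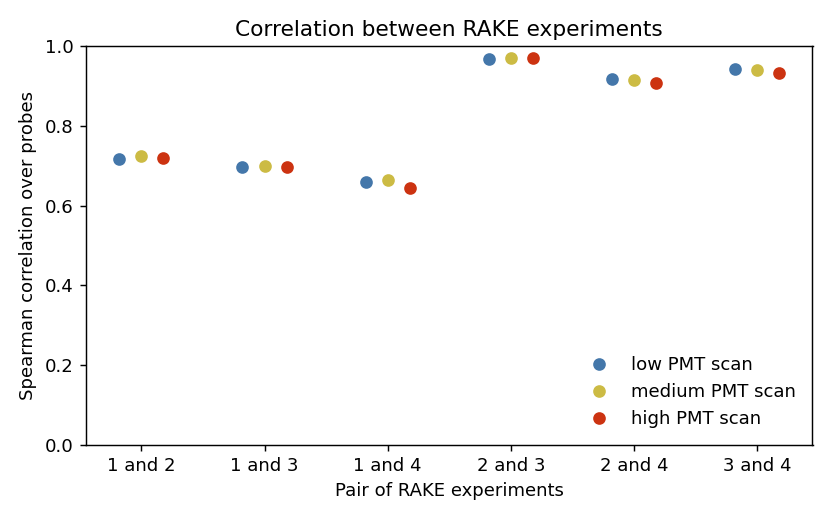
Spearman correlation over the 94928 probes of the 3′-end array (vertical axis, no unit) for each of the 6 pairs of RAKE experiments (horizontal axis). Each point is 1 pair at 1 PMT setting, given by its colour. The pairs with experiment 1 lie between 0.645 and 0.724, and the pairs without it between 0.909 and 0.971.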

### Microarrays synthesis, RAKE experiments, qRT-PCR, mRNA experiments, data and RNA-seq analysis

MicroRNA microarrays synthesis, RAKE, bioinformatic identification of mRNA genes, mRNA microarray gene expression experiments, and data analysis are described in detail in the Protocol S1. Briefly, mRNAs were identified using Ensembl transcript (Ver. 56) and UniGene (Ver. 38) databases, evaluating the sequence similarity between the two databases. This process allowed the exclusion of UniGene sequences that were already represented in the Ensembl database and that were used for probe design. MicroRNA and mRNA microarrays were synthesized using the Combimatrix platform (Combimatrix). RAKE experiments were based on the Klenow extension of miRNAs perfectly hybridized to array probes that acted as reaction primers.

qRT-PCR was performed in three replicates according to NCode miRNA protocol (Invitrogen) using as reference gene the Met tRNA and the following PCR cycle: 95°C 10 min.; 95°C 15 sec., 54°C 15 sec, 72°C 40 sec for 45 cycles using 7500 Real Time PCR System (Applied Biosystems). Primers used in the PCR amplification are listed in the Table 1. qRT-PCR data were analyzed according to ΔC_t_ method expressing the original gene expression level as 2^−(Ct gene of interest – Ct reference gene)^. Expression levels were referred to the average expression of the analyzed tissues (Figure 3).

**Table 1:** Primers used in the qRT-PCR experiments.

Name	miRNA sequence Specific primer	Primer for cDNA synthesis (45 nt+2 nt; N) sequence 3′ 5′ direction
prediction_10_32424164_32424229_+_3p	CTAGCCTGGGAACCTCCATATGC	NN(T)20CATGAGACGCAACTATGGTGACGAA
prediction_15_14390446_14390503_-_3p	ATTCGACCCCTAGCCTGGGAACC	NN(T)20CATGAGACGCAACTATGGTGACGAA
prediction_16_68474541_68474601_+_5p	GTACACTCCCGGGCAGCC	NN(T)20CATGAGACGCAACTATGGTGACGAA
prediction_2_12972059_12972118_-_5p	GGATCCGAGCCGCGTCTGCAACC	NN(T)20CATGAGACGCAACTATGGTGACGAA
prediction_3_65092217_65092277_-_5p	GCATTGCTGTGAGCTGTGGTGT	NN(T)20CATGAGACGCAACTATGGTGACGAA

Name	FW Primer	RW Primer
Met t-RNA	CAGAGTGGCGCAGCGGAAGC	CGATCCATCGACCTCTGGGTTATG

Underlined are highlighted primers used in the PCR amplification for the specific miRNA (black sequence) retrotranscribed from miRNA enriched population using universal retrotranscription primer showed in 3^th^ column.

Messenger RNA microarrays were hybridized with 4.8 µg of amplified mRNA labeled by adding biotinylated nucleotides. Messenger RNA data were normalized by the quantile method, while miRNA with a modified loess normalization [88].

RNA-seq datasets were downloaded from the GEO database. We retrieved reads from 5 different datasets (GSE28169, GSE14584, GSE17885, GSE24443, GSE30334). We trimmed the reads using cutadapt [89]. We aligned the reads against the hairpin sequences that were identified with the computational approach and from which mature products were experimentally detected using bowtie allowing 3 multiple alignments and up to 2 mismatches [90]. For an unbiased analysis, we discarded all the reads that mapped to transcripts other than miRNAs (as mRNAs, tRNAs, lncRNAs). The same workflow was used for sequences produced in-house through three runs of Ion Torrent sequencing. Libraries from adipose, liver, heart, kidney, and skeletal muscle tissues were prepared as follow: flashPAGE miRNA purified from each tissue were polyadenilated and than used as template for the retrotranscription with an anchored oligod(T) presenting in the 5′ region the sequence to link the DNA on the ion beads. For the retrotranscription the SMART technique, as described in Biscontin and colleagues [91], was used. By this way sequencing primer and sequencing tag was added in the 5′ of the miRNA. After the retrotranscription 18 cycles of PCR amplification were performed using ion-sequencing primer and ion-bead linking primer. A gel size selection was performed and purified DNA was used as template in the emulsion PCR according to the Ion Torrent manual. Produced libraries were charged in the sequencing machine.

### MicroRNA-target prediction

MicroRNA mRNA target pairs were computed using TargetScan Ver. 5.1 [92]. MicroRNA seeds were defined as the portion of the mature miRNA included between nucleotide positions 2 and 7. We used the Ensembl annotations (Ver. 56) to identify the UTRs of the corresponding Ensembl transcripts. In the case of UniGene sequences (Ver. 38), we aligned the representative sequence of each cluster to the porcine genome. For every sequence, we selected the most extended alignment built from consecutive high scoring pairs (HSPs; maximum allowed gap 50,000 kb). UTR coordinates were then defined as the genomic region that covered the last 894 nucleotides towards the 3′-end. We obtained multiple alignments of the UTR regions with at least three other species from the Ensembl Compara (10-way multiple alignment, Ver. 56, with the following species: *S. scrofa*, *B. taurus*, *C. familiaris*, *E. caballus*, *H. sapiens*, *M. mulatta*, *M. musculus*, *P. pygmaeus*, *P. troglodytes*, and *R. norvegicus*). MicroRNA mRNA target predictions were finally filtered, excluding those interactions that presented a target site too close to the UTR-end as suggested by Lewis [92]. MicroRNA targets that presented inverted correlation with miRNAs gene expression [93] were used in the reconstruction of the networks discussed here.

### Network construction

Networks were based on the Biogrid database [74] for the mRNA-mRNA interactions and on mRNA-miRNA inferred interactions. We used human-based official gene symbols to draw networks in the Cytoscape ambient [94] (Protocol S1).

## Supporting Information

Table S1 **Correlation between phylogenetic distance and the presence of homologous miRNAs in the pig genome.**
(XLS)

Table S2 **Results of triplet-SVM analysis and Microprocessor SVM algorithm.**
(XLS)

Table S3 **Responding probes in the experiments for the identification of the 5′-end of miRNAs.**
(XLS)

Table S4 **Expanded information about 1,459 miRNA sequences identified in the pig tissues by RAKE.**
(XLS)

Table S5 **Over imposition of results obtained by Chen et al. and Xie et al. with those obtained in Martini et al.**
(XLS)

Table S6 **Description of miRNA families prevalently expressed in WBC identified according the TAM tool.**
(XLS)

Table S7 **Interaction network.**
(XLS)

Table S8 **Correlation between lincRNA expression and miRNA expression.**
(XLS)

Table S9 **Functional analysis of miRNA targets in skeletal muscle and heart tissues.**
(XLS)

Protocol S1 **Extended information on protocols and results.**
(DOCX)

## References

[1] WuCI, LiWH (1985) Evidence for higher rates of nucleotide substitution in rodents than in man. Proc Natl Acad Sci U S A 82: 1741–1745.385685610.1073/pnas.82.6.1741PMC397348

[2] HuangPL (2009) eNOS, metabolic syndrome and cardiovascular disease. Trends Endocrinol Metab 20: 295–302.1964744610.1016/j.tem.2009.03.005PMC2731551

[3] GranadaJF, KaluzaGL, WilenskyRL, BiedermannBC, SchwartzRS, et al (2009) Porcine models of coronary atherosclerosis and vulnerable plaque for imaging and interventional research. EuroIntervention 5: 140–148.1957799610.4244/eijv5i1a22

[4] ZhangQ, WidmerG, TziporiS (2013) A pig model of the human gastrointestinal tract. Gut Microbes 4: 193–200.2354937710.4161/gmic.23867PMC3669164

[5] KraghPM, NielsenAL, LiJ, DuY, LinL, et al (2009) Hemizygous minipigs produced by random gene insertion and handmade cloning express the Alzheimer's disease-causing dominant mutation APPsw. Transgenic Res 18: 545–558.1918450310.1007/s11248-009-9245-4

[6] RossJW, Fernandez de CastroJP, ZhaoJ, SamuelM, WaltersE, et al (2012) Generation of an inbred miniature pig model of retinitis pigmentosa. Invest Ophthalmol Vis Sci 53: 501–507.2224748710.1167/iovs.11-8784PMC3292381

[7] MaxmenA (2012) Model pigs face messy path. Nature 486: 453.2273929110.1038/486453a

[8] SandrinMS, LovelandBE, McKenzieIF (2001) Genetic engineering for xenotransplantation. J Card Surg 16: 448–457.1192502510.1111/j.1540-8191.2001.tb00549.x

[9] EkserB, RigottiP, GridelliB, CooperDK (2009) Xenotransplantation of solid organs in the pig-to-primate model. Transpl Immunol 21: 87–92.1895514310.1016/j.trim.2008.10.005

[10] Valdes-GonzalezRA, DorantesLM, GaribayGN, Bracho-BlanchetE, MendezAJ, et al (2005) Xenotransplantation of porcine neonatal islets of Langerhans and Sertoli cells: a 4-year study. Eur J Endocrinol 153: 419–427.1613160510.1530/eje.1.01982

[11] KadnerA, ChenRH, AdamsDH (2000) Heterotopic heart transplantation: experimental development and clinical experience. Eur J Cardiothorac Surg 17: 474–481.1077357310.1016/s1010-7940(00)00362-6

[12] FosseJ, SeegersH, MagrasC (2009) Prevalence and risk factors for bacterial food-borne zoonotic hazards in slaughter pigs: a review. Zoonoses Public Health 56: 429–454.1917557410.1111/j.1863-2378.2008.01185.xPMC7165994

[13] Wellcome Trust Sanger Institute website. Available: http://www.sanger.ac.uk/resources/downloads/othervertebrates/pig.html. Accessed 2013 Jun 15.

[14] LiM, WuH, LuoZ, XiaY, GuanJ, et al (2012) An atlas of DNA methylomes in porcine adipose and muscle tissues. Nat Commun 3: 850.2261729010.1038/ncomms1854PMC3508711

[15] DawsonHD, LovelandJE, PascalG, GilbertJG, UenishiH, et al (2013) Structural and functional annotation of the porcine immunome. BMC Genomics 14: 332.2367609310.1186/1471-2164-14-332PMC3658956

[16] FairbairnL, KapetanovicR, BeraldiD, SesterDP, TuggleCK, et al (2013) Comparative Analysis of Monocyte Subsets in the Pig. J Immunol 190: 6389–6396.2366711510.4049/jimmunol.1300365

[17] MartinsRP, LorenziV, ArceC, LucenaC, CarvajalA, et al (2013) Innate and adaptive immune mechanisms are effectively induced in ileal Peyer's patches of Salmonella typhimurium infected pigs. Dev Comp Immunol 41: 100–104.2364401510.1016/j.dci.2013.04.020

[18] HulstM, SmitsM, VastenhouwS, de WitA, NiewoldT, et al (2013) Transcription networks responsible for early regulation of Salmonella-induced inflammation in the jejunum of pigs. J Inflamm (Lond) 10: 18.2359075910.1186/1476-9255-10-18PMC3637394

[19] AdlerM, MuraniE, BrunnerR, PonsuksiliS, WimmersK (2013) Transcriptomic response of porcine PBMCs to vaccination with tetanus toxoid as a model antigen. PLoS One 8: e58306.2353679310.1371/journal.pone.0058306PMC3607572

[20] FreemanTC, IvensA, BaillieJK, BeraldiD, BarnettMW, et al (2012) A gene expression atlas of the domestic pig. BMC Biol 10: 90.2315318910.1186/1741-7007-10-90PMC3814290

[21] KimVN, HanJ, SiomiMC (2009) Biogenesis of small RNAs in animals. Nat Rev Mol Cell Biol 10: 126–139.1916521510.1038/nrm2632

[22] McDaneldTG, SmithTP, HarhayGP, WiedmannRT (2012) Next-generation sequencing of the porcine skeletal muscle transcriptome for computational prediction of microRNA gene targets. PLoS One 7: e42039.2284869810.1371/journal.pone.0042039PMC3407067

[23] ZhouB, LiuHL, ShiFX, WangJY (2010) MicroRNA expression profiles of porcine skeletal muscle. Anim Genet 41: 499–508.2033161210.1111/j.1365-2052.2010.02026.x

[24] LiuY, LiM, MaJ, ZhangJ, ZhouC, et al (2013) Identification of differences in microRNA transcriptomes between porcine oxidative and glycolytic skeletal muscles. BMC Mol Biol 14: 7.2341904610.1186/1471-2199-14-7PMC3599761

[25] SiengdeeP, TrakooljulN, MuraniE, SchwerinM, WimmersK, et al (2013) Transcriptional profiling and miRNA-dependent regulatory network analysis of longissimus dorsi muscle during prenatal and adult stages in two distinct pig breeds. Anim Genet 44: 398–407.2350634810.1111/age.12032

[26] McDaneldTG, SmithTP, DoumitME, MilesJR, CoutinhoLL, et al (2009) MicroRNA transcriptome profiles during swine skeletal muscle development. BMC Genomics 10: 77.1920825510.1186/1471-2164-10-77PMC2646747

[27] HuangTH, ZhuMJ, LiXY, ZhaoSH (2008) Discovery of porcine microRNAs and profiling from skeletal muscle tissues during development. PLoS One 3: e3225.1879509910.1371/journal.pone.0003225PMC2528944

[28] TimonedaO, BalcellsI, NunezJI, EgeaR, VeraG, et al (2013) miRNA expression profile analysis in kidney of different porcine breeds. PLoS One 8: e55402.2337285310.1371/journal.pone.0055402PMC3555835

[29] LiA, SongT, WangF, LiuD, FanZ, et al (2012) MicroRNAome and expression profile of developing tooth germ in miniature pigs. PLoS One 7: e52256.2327223010.1371/journal.pone.0052256PMC3525553

[30] SharbatiS, FriedlanderMR, SharbatiJ, HoekeL, ChenW, et al (2010) Deciphering the porcine intestinal microRNA transcriptome. BMC Genomics 11: 275.2043371710.1186/1471-2164-11-275PMC2873480

[31] PodolskaA, KaczkowskiB, Kamp BuskP, SokildeR, LitmanT, et al (2011) MicroRNA expression profiling of the porcine developing brain. PLoS One 6: e14494.2125301810.1371/journal.pone.0014494PMC3017054

[32] ZhouY, TangX, SongQ, JiY, WangH, et al (2013) Identification and characterization of pig embryo microRNAs by Solexa sequencing. Reprod Domest Anim 48: 112–120.2264690510.1111/j.1439-0531.2012.02040.x

[33] LianC, SunB, NiuS, YangR, LiuB, et al (2012) A comparative profile of the microRNA transcriptome in immature and mature porcine testes using Solexa deep sequencing. FEBS J 279: 964–975.2224006510.1111/j.1742-4658.2012.08480.x

[34] LiM, LiuY, WangT, GuanJ, LuoZ, et al (2011) Repertoire of porcine microRNAs in adult ovary and testis by deep sequencing. Int J Biol Sci 7: 1045–1055.2192757410.7150/ijbs.7.1045PMC3174389

[35] CurryE, SafranskiTJ, PrattSL (2011) Differential expression of porcine sperm microRNAs and their association with sperm morphology and motility. Theriogenology 76: 1532–1539.2187231410.1016/j.theriogenology.2011.06.025

[36] LuoL, YeL, LiuG, ShaoG, ZhengR, et al (2010) Microarray-based approach identifies differentially expressed microRNAs in porcine sexually immature and mature testes. PLoS One 5: e11744.2080588310.1371/journal.pone.0011744PMC2923610

[37] LiH, XiQ, XiongY, ChengX, QiQ, et al (2011) A comprehensive expression profile of microRNAs in porcine pituitary. PLoS One 6: e24883.2196986610.1371/journal.pone.0024883PMC3182167

[38] LiHY, XiQY, XiongYY, LiuXL, ChengX, et al (2012) Identification and comparison of microRNAs from skeletal muscle and adipose tissues from two porcine breeds. Anim Genet 43: 704–713.2249754910.1111/j.1365-2052.2012.02332.x

[39] ChenC, AiH, RenJ, LiW, LiP, et al (2011) A global view of porcine transcriptome in three tissues from a full-sib pair with extreme phenotypes in growth and fat deposition by paired-end RNA sequencing. BMC Genomics 12: 448.2190632110.1186/1471-2164-12-448PMC3188532

[40] XieSS, LiXY, LiuT, CaoJH, ZhongQ, et al (2011) Discovery of porcine microRNAs in multiple tissues by a Solexa deep sequencing approach. PLoS One 6: e16235.2128354110.1371/journal.pone.0016235PMC3026822

[41] LiM, XiaY, GuY, ZhangK, LangQ, et al (2010) MicroRNAome of porcine pre- and postnatal development. PLoS One 5: e11541.2063496110.1371/journal.pone.0011541PMC2902522

[42] MartiniP, SalesG, CaluraE, BrugioloM, LanfranchiG, et al (2013) Systems Biology Approach to the Dissection of the Complexity of Regulatory Networks in the S. scrofa Cardiocirculatory System. Int J Mol Sci 14: 23160–23187.2428440510.3390/ijms141123160PMC3856112

[43] NelsonPT, BaldwinDA, ScearceLM, OberholtzerJC, TobiasJW, et al (2004) Microarray-based, high-throughput gene expression profiling of microRNAs. Nat Methods 1: 155–161.1578217910.1038/nmeth717

[44] BerezikovE, van TeteringG, VerheulM, van de BeltJ, van LaakeL, et al (2006) Many novel mammalian microRNA candidates identified by extensive cloning and RAKE analysis. Genome Res 16: 1289–1298.1695453710.1101/gr.5159906PMC1581438

[45] AlexiouP, MaragkakisM, PapadopoulosGL, ReczkoM, HatzigeorgiouAG (2009) Lost in translation: an assessment and perspective for computational microRNA target identification. Bioinformatics 25: 3049–3055.1978926710.1093/bioinformatics/btp565

[46] XueC, LiF, HeT, LiuGP, LiY, et al (2005) Classification of real and pseudo microRNA precursors using local structure-sequence features and support vector machine. BMC Bioinformatics 6: 310.1638161210.1186/1471-2105-6-310PMC1360673

[47] HelvikSA, SnoveOJr, SaetromP (2007) Reliable prediction of Drosha processing sites improves microRNA gene prediction. Bioinformatics 23: 142–149.1710571810.1093/bioinformatics/btl570

[48] KimJ, ChoIS, HongJS, ChoiYK, KimH, et al (2008) Identification and characterization of new microRNAs from pig. Mamm Genome 19: 570–580.1854830910.1007/s00335-008-9111-3

[49] KimHJ, CuiXS, KimEJ, KimWJ, KimNH (2006) New porcine microRNA genes found by homology search. Genome 49: 1283–1286.1721391010.1139/g06-120

[50] LiM, XiaY, GuY, ZhangK, LangQ, et al (2010) MicroRNAome of porcine pre- and postnatal development. PLoS One 5: e11541.2063496110.1371/journal.pone.0011541PMC2902522

[51] NielsenM, HansenJH, HedegaardJ, NielsenRO, PanitzF, et al (2010) MicroRNA identity and abundance in porcine skeletal muscles determined by deep sequencing. Anim Genet 41: 159–168.10.1111/j.1365-2052.2009.01981.x19917043

[52] SuzukiY, YeungAC, IkenoF (2011) The representative porcine model for human cardiovascular disease. J Biomed Biotechnol 2011: 195483.2125349310.1155/2011/195483PMC3022214

[53] StanglK, GuntherC, FrankT, LorenzM, MeinersS, et al (2002) Inhibition of the ubiquitin-proteasome pathway induces differential heat-shock protein response in cardiomyocytes and renders early cardiac protection. Biochem Biophys Res Commun 291: 542–549.1185582210.1006/bbrc.2002.6476

[54] DudleyAM, AachJ, SteffenMA, ChurchGM (2002) Measuring absolute expression with microarrays with a calibrated reference sample and an extended signal intensity range. Proc Natl Acad Sci U S A 99: 7554–7559.1203232110.1073/pnas.112683499PMC124281

[55] MiskaEA, Alvarez-SaavedraE, TownsendM, YoshiiA, SestanN, et al (2004) Microarray analysis of microRNA expression in the developing mammalian brain. Genome Biol 5: R68.1534505210.1186/gb-2004-5-9-r68PMC522875

[56] LiangY, RidzonD, WongL, ChenC (2007) Characterization of microRNA expression profiles in normal human tissues. BMC Genomics 8: 166.1756568910.1186/1471-2164-8-166PMC1904203

[57] CagninS, BiscuolaM, PatuzzoC, TrabettiE, PasqualiA, et al (2009) Reconstruction and functional analysis of altered molecular pathways in human atherosclerotic arteries. BMC Genomics 10: 13.1913419310.1186/1471-2164-10-13PMC2654039

[58] McGregorCG, CarpentierA, LilaN, LoganJS, ByrneGW (2011) Cardiac xenotransplantation technology provides materials for improved bioprosthetic heart valves. J Thorac Cardiovasc Surg 141: 269–275.2116803210.1016/j.jtcvs.2010.08.064

[59] RajaniR, MukherjeeD, ChambersJB (2007) Doppler echocardiography in normally functioning replacement aortic valves: a review of 129 studies. J Heart Valve Dis 16: 519–535.17944125

[60] ReddyAM, ZhengY, JagadeeswaranG, MacmilSL, GrahamWB, et al (2009) Cloning, characterization and expression analysis of porcine microRNAs. BMC Genomics 10: 65.1919647110.1186/1471-2164-10-65PMC2644714

[61] BrattelidT, AarnesEK, HelgelandE, GuvagS, EicheleH, et al (2011) The Normalization Strategy is Critical for the Outcome of miRNA Expression Analyses in the Rat Heart. Physiol Genomics 43: 604–10.2117738210.1152/physiolgenomics.00131.2010

[62] HeL, ThomsonJM, HemannMT, Hernando-MongeE, MuD, et al (2005) A microRNA polycistron as a potential human oncogene. Nature 435: 828–833.1594470710.1038/nature03552PMC4599349

[63] ZhaoJJ, LinJ, LwinT, YangH, GuoJ, et al (2010) microRNA expression profile and identification of miR-29 as a prognostic marker and pathogenetic factor by targeting CDK6 in mantle cell lymphoma. Blood 115: 2630–2639.2008624510.1182/blood-2009-09-243147PMC2852365

[64] Foucar K, Reichard K, Czuchlewski D (2010) Bone Marrow Pathology, Third Ed. 2.

[65] KronickMN (2004) Creation of the whole human genome microarray. Expert Rev Proteomics 1: 19–28.1596679510.1586/14789450.1.1.19

[66] SalesG, CoppeA, BisogninA, BiasioloM, BortoluzziS, et al (2010) MAGIA, a web-based tool for miRNA and Genes Integrated Analysis. Nucleic Acids Res 38: W352–359.2048437910.1093/nar/gkq423PMC2896126

[67] LewisBP, ShihIH, Jones-RhoadesMW, BartelDP, BurgeCB (2003) Prediction of mammalian microRNA targets. Cell 115: 787–798.1469719810.1016/s0092-8674(03)01018-3

[68] UlitskyI, BartelDP (2013) lincRNAs: genomics, evolution, and mechanisms. Cell 154: 26–46.2382767310.1016/j.cell.2013.06.020PMC3924787

[69] FaticaA, BozzoniI (2014) Long non-coding RNAs: new players in cell differentiation and development. Nat Rev Genet 15: 7–21.2429653510.1038/nrg3606

[70] XuS, ZhaoL, LarssonA, VengeP (2009) The identification of a phospholipase B precursor in human neutrophils. FEBS J 276: 175–186.1901907810.1111/j.1742-4658.2008.06771.x

[71] KikuchiK, PossKD (2012) Cardiac regenerative capacity and mechanisms. Annu Rev Cell Dev Biol 28: 719–741.2305774810.1146/annurev-cellbio-101011-155739PMC3586268

[72] YadaH, MurataM, ShimodaK, YuasaS, KawaguchiH, et al (2007) Dominant negative suppression of Rad leads to QT prolongation and causes ventricular arrhythmias via modulation of L-type Ca2+ channels in the heart. Circ Res 101: 69–77.1752537010.1161/CIRCRESAHA.106.146399

[73] MayrJA, MerkelO, KohlweinSD, GebhardtBR, BohlesH, et al (2007) Mitochondrial phosphate-carrier deficiency: a novel disorder of oxidative phosphorylation. Am J Hum Genet 80: 478–484.1727396810.1086/511788PMC1821108

[74] StarkC, BreitkreutzBJ, Chatr-AryamontriA, BoucherL, OughtredR, et al (2011) The BioGRID Interaction Database: 2011 update. Nucleic Acids Res 39: D698–704.2107141310.1093/nar/gkq1116PMC3013707

[75] AmbrosV, BartelB, BartelDP, BurgeCB, CarringtonJC, et al (2003) A uniform system for microRNA annotation. RNA 9: 277–279.1259200010.1261/rna.2183803PMC1370393

[76] BisselsU, WildS, TomiukS, HolsteA, HafnerM, et al (2009) Absolute quantification of microRNAs by using a universal reference. RNA 15: 2375–2384.1986142810.1261/rna.1754109PMC2779673

[77] MaY, ChenY, YangY, ChenB, LiuD, et al (2013) Proteasome inhibition attenuates heart failure during the late stages of pressure overload through alterations in collagen expression. Biochem Pharmacol 85: 223–233.2314271110.1016/j.bcp.2012.10.025

[78] MillerE, HoschlerK, HardelidP, StanfordE, AndrewsN, et al (2010) Incidence of 2009 pandemic influenza A H1N1 infection in England: a cross-sectional serological study. Lancet 375: 1100–1108.2009645010.1016/S0140-6736(09)62126-7

[79] HayashitaY, OsadaH, TatematsuY, YamadaH, YanagisawaK, et al (2005) A polycistronic microRNA cluster, miR-17-92, is overexpressed in human lung cancers and enhances cell proliferation. Cancer Res 65: 9628–9632.1626698010.1158/0008-5472.CAN-05-2352

[80] CoxMB, CairnsMJ, GandhiKS, CarrollAP, MoscovisS, et al (2010) MicroRNAs miR-17 and miR-20a inhibit T cell activation genes and are under-expressed in MS whole blood. PLoS One 5: e12132.2071146310.1371/journal.pone.0012132PMC2920328

[81] McGraw-Hill (2005) McGraw-Hill concise encyclopedia of bioscience. New York: McGraw-Hill. 972 p.

[82] SchwarzDS, HutvagnerG, DuT, XuZ, AroninN, et al (2003) Asymmetry in the assembly of the RNAi enzyme complex. Cell 115: 199–208.1456791710.1016/s0092-8674(03)00759-1

[83] GuoL, LuZ (2010) The fate of miRNA* strand through evolutionary analysis: implication for degradation as merely carrier strand or potential regulatory molecule? PLoS One 5: e11387.2061398210.1371/journal.pone.0011387PMC2894941

[84] PillaiRS (2005) MicroRNA function: multiple mechanisms for a tiny RNA? RNA 11: 1753–1761.1631445110.1261/rna.2248605PMC1370863

[85] LuY, ZhangY, WangN, PanZ, GaoX, et al (2010) MicroRNA-328 contributes to adverse electrical remodeling in atrial fibrillation. Circulation 122: 2378–2387.2109844610.1161/CIRCULATIONAHA.110.958967

[86] AltschulSF, GishW, MillerW, MyersEW, LipmanDJ (1990) Basic local alignment search tool. J Mol Biol 215: 403–410.223171210.1016/S0022-2836(05)80360-2

[87] HofackerIL, PriwitzerB, StadlerPF (2004) Prediction of locally stable RNA secondary structures for genome-wide surveys. Bioinformatics 20: 186–190.1473430910.1093/bioinformatics/btg388

[88] RissoD, MassaMS, ChiognaM, RomualdiC (2009) A modified LOESS normalization applied to microRNA arrays: a comparative evaluation. Bioinformatics 25: 2685–2691.1962850510.1093/bioinformatics/btp443

[89] MartinM (2011) Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet J 17: 10–12.

[90] LangmeadB, TrapnellC, PopM, SalzbergSL (2009) Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol 10: R25.1926117410.1186/gb-2009-10-3-r25PMC2690996

[91] BiscontinA, CasaraS, CagninS, TombolanL, RosolenA, et al (2010) New miRNA labeling method for bead-based quantification. BMC Mol Biol 11: 44.2055358510.1186/1471-2199-11-44PMC2900262

[92] LewisBP, BurgeCB, BartelDP (2005) Conserved seed pairing, often flanked by adenosines, indicates that thousands of human genes are microRNA targets. Cell 120: 15–20.1565247710.1016/j.cell.2004.12.035

[93] SalesG, CoppeA, BisogninA, BiasioloM, BortoluzziS, et al (2010) MAGIA, a web-based tool for miRNA and Genes Integrated Analysis. Nucleic Acids Res 38: W352–359.2048437910.1093/nar/gkq423PMC2896126

[94] ShannonP, MarkielA, OzierO, BaligaNS, WangJT, et al (2003) Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res 13: 2498–2504.1459765810.1101/gr.1239303PMC403769

# Supplementary material for: Tissue-Specific Expression and Regulatory Networks of Pig MicroRNAome
**Source:** PLoS One. 2014 Apr 3;9(4):e89755. doi: 10.1371/journal.pone.0089755
**Supplement:** Protocol S1 — Extended information on protocols and results.

**Tissue-specific expression and regulatory networks of pig microRNAome**

Martini P.^1,2^ *, Sales G.^1^ *, Brugiolo M.^1,2^, Gandaglia A.^3^, Naso F.^3^, De Pittà C.^1^, Spina M.^4^, Gerosa G.^3^, Chemello F. ^1^, Romualdi C.^1^, Cagnin S.^1,2^ #, Lanfranchi G.^1,2^ #

* Contributed equally

**RESULTS**

**Messenger RNA (mRNA)**

Messenger RNA microarray probe design: Ensembl transcripts (Ver. 56) and UniGene (Ver. 38) pig sequences were used to produce a dedicated microarray platform for monitoring mRNA expression. On the basis of sequence similarity, UniGene features that overlapped more than 40% with an Ensembl transcript were discarded. After this filter, we obtained 40,267 UniGene clusters and 19,603 Ensembl transcripts (protein coding + pseudogenes + retrotransposed elements). For this selected collection of sequences we designed microarray probes with different specificity and different distances from the transcript 3’-end, using 6 different algorithms. The two best probes for each sequence, as determined by the reliability of the prediction algorithm and their vicinity to the 3’-end, were experimentally tested in a hybridization trial performed with a pool of mRNA populations independently prepared from 20 pig tissues (GEO: GSE28636). For each transcript with a replicated probe, we selected the probe that was the most responsive and specific on the basis of the intensity of fluorescence in the hybridization test, as suggested by Kronick [1]. The resulting pig whole-genome microarray, here used for the gene expression analysis, is composed of i) 17,048 replicated probes and 963 single probes specific for the Ensembl transcripts, ii) 11,363 replicated probes specific for the UniGene clusters of length comprised between 778 nt and 1,348 nt (Figure SM1), and iii) 28,790 single probes specific for the remaining UniGene clusters. We tried to maintain the mapping of probes as proximal to the 3’-end of the target sequences as possible (Figure SM2 A and SM2 B). As a result, 98.2% of the probes of the Ensembl transcripts mapped within 2,000 nt from their 3’-end while the percentage for UniGene clusters reached 99.9%. Our analysis was not able to identify specific probes for 114 UniGene clusters and 1,592 Ensembl transcripts.

3’ untranslated region (UTR): Since miRNA activity is prevalently based on their interaction with the 3’-UTR of the mRNAs we enriched Ensembl UTR definitions with those for UniGene clusters. According to the distribution of the Ensembl 3’-UTR lengths (mean: 336.83 nt; standard deviation: 278.83 nt) we defined as 3’-UTR the 894 nt region upstream the end of the UniGene sequences (mean + 2 * standard deviation).

**Messenger RNA clusters identification**

The microarray experiments identified eight different mRNA clusters presenting a predominant expression in the following groups of pig tissues: a) tongue, atrium and ventricle, skeletal muscle (all with an high percentage of cells with contractile properties), b) white blood cells, lymph node and spleen (with immune properties), c) liver and kidney (with detoxification and homeostatic roles). A gene enrichment approach applied to these clusters demonstrated specificity of the microarray platform and evidenced major molecular mechanisms in the studied tissues (Figure SM3). The “skeletal muscle contraction” is the biological process to which belong the majority of transcripts highly expressed in skeletal muscle while the “Oxydative phospohorylation” results for those expressed in the heart. This is the consequence of a much richer supply of mitochondria in the heart than skeletal muscle tissue that reflects its greater dependence from ATP for cellular respiratory activity. Tissues involved in the inflammation response were enriched for “immune response” biological process, while liver had “Triglyceride metabolic process” and “complement activation” as the most represented biological function. The liver is, in fact, involved in detoxification, protein synthesis, and production of molecules necessary for digestion and glycogen storage. Moreover, the complement system consists of a number of small blood proteins that are generally synthesized by the liver. Kidney specific genes did not allow the identification of particular biological processes probably because of the low number of functionally identified transcripts, but progesterone receptor membrane component (*PGRMC1*), beta-ureidopropionase (*UPB1*) prevalently expressed in the liver and in the kidney [2] and uromodulin (*UMOD*) were the most abundant transcripts in the kidney.

**MicroRNA tissue-specific expression signatures**

*LIVER:* We identified a specific cluster with miRNA prevalently expressed in the liver (Figure SM4). However, many miRNAs highly expressed in the liver are also expressed at high level in adipose tissue indicating their functional relationship. The pig can provide a valuable supply for livers needed for xeno-transplantation in patients with liver failure [3,4]. Considering the central metabolic role of this organ and the number and broad diffusion of human pathologies that affect the liver, it would very important to study the role of liver-specific miRNA using the pig model. Our data show that there is a high similarity between the miRNA signatures of liver and adipose tissue that may be due to common involvement in lipogenesis (Figure SM4). These concordant miRNAs represent therefore important targets in the studies for metabolic diseases of the liver and for obesity. For example, the highly expressed mir-143 (Figure SM4) was already associated with obesity [5].

**METHODS**

**Computational identification of miRNAs**

The bioinformatic approach for the conserved and *de-novo* identification of pre-miRNAs is fully described in the Methods section of the manuscript.

**Microarrays synthesis**

For this study we synthesized four different types of microarrays platforms: a) two 90K Combimatrix microarrays for the identification of the 3’-end of the predicted miRNAs (GEO: GPL13319, GPL13320); b) the 12K Combimatrix microarray for the identification of the 5’-end of the miRNAs whose 3’-end was successfully determined (GEO: GPL13321); c) the 4 X 2K Combimatrix microarrays for miRNA expression profiling in 14 pig tissues (GEO: GPL13322); d) the 90K Combimatrix microarrays (GEO: GPL13259) for mRNA expression profiling in the same 14 pig tissues used in the miRNA expression profiling. All microarrays were synthesized using the Combimatrix oligonucleotide synthesizer station (Combimatrix) that allows *in-situ* synthesis of the oligonucleotide probes through the phosphoramidites chemistry. All synthesized microarray platforms were tested for uniformity of the probes as suggested by the Combimatrix company.

Microarrays for the identification of the 3’-end of the miRNAs are composed of tailed probes designed to cover each arm of the stem–loop structure of the predicted pre-miRNA (22 probes for each arm shifted by one nucleotide). We adopted this strategy because it is difficult to bioinformatically predict which strand of the pre-miRNA will actually code for the mature miRNA. Moreover, this type of tailing design allows the identification of potential miRNA star (miRNA*) (Figure SM5).

The 12K microarray for the identification of the miRNAs 5’-end were produced following the same strategy used to identify the 3’-end, but using 16 tailed probes (Figure 2 A of the manuscript).

The 4 X 2K microarrays contain specific probes for the 3’-end of the miRNAs. Each specific probe is flanked by a background probe used in the analysis to subtract the correspondent background fluorescence signal (Figure SM6 A).

Each microarray was utilized for up to four experiments, taking advantage from the Combimatrix technology that allows the re-use of microarrays after a stripping procedure to remove the hybridized target. The stripping is characterized by three steps: 1) incubation of the microarray at 65° C in the stripping solution (Combimatrix) for 1.5 hours (90K microarrays) and for 1 hour (12K and 4 X 2K microarrays); 2) washing with 99% ethanol; 3) renaturation with PBS 1X at 65° C for 20 min. Stripped microarray was scanned to evaluate the presence of residual fluorescence evidencing no residual fluorescence (Figure SM6 B).

**RNA extraction**

Tissue samples were taken from three different adult pigs (12 months old) and stored in RNAlater (Ambion) until RNA extraction. Total RNA and small RNAs were extracted independently from each tissue sample by TRIzol reagent (Invitrogen) in association with PureLink miRNA isolation kit (Invitrogen) and flashPAGE instrument. Briefly, approximately 200 mg of tissue was homogenized in 3.5 ml of TRIzol using a tissue homogenizer (IKA Werke). After chloroform addition and centrifugation, the colorless upper aqueous RNA containing phase was mixed with 96-100% ethanol to a final concentration of 35% of ethanol and loaded to PureLink membrane (Invitrogen) to separate total and small RNAs following the manufacturer instructions. Total and small RNAs were quantized using the Nanodrop ND 1000 spectrophotometer (Thermo Fisher Scientific). Equal amounts of RNA prepared from the three pigs and derived from the same tissues were pooled together. 1 ug aliquots were used for total RNA pools, whereas 1.5 ug for small RNA pools. Pooled total RNA samples were tested for quality on Agilent Bioanalizer 2100 using RNA 6000 Nano LabChip. Samples have an average RNA Integrity Number (RIN) of 7.22 (standard deviation = 1). Small RNAs were tested with the 2100 Small RNA to verify the quantity of miRNAs in the sample. MicroRNAs percentage in the small RNA population was comprised between 5% of the white blood cells and 40% of the lymph node (median 22%). After testing miRNA were selected through flashPAGE instrument.

**RAKE experiments**

Identification of miRNA 3’-end: Both 90K microarrays were hybridized with a pool of small RNA preparations from 20 different tissues (superior vena cava, adipose tissue, lung, spleen, stomach, liver, intestine, kidney, descending aorta, left atrium, left ventricle, skeletal muscle, pulmonary aorta, skin, tongue, ascending aorta, arterial derived white blood cells, venal derived white blood cells, coronary valve, lymph node). The pool was assembled adding 300 ng aliquots of miRNAs from each “pooled tissue” (pooled tissue indicates that RNA derives from tissue samples of three different pigs; see RNA samples extraction). Each RAKE test was replicated four times to strengthen the consistency of the identified 3’-end of miRNAs (GEO: GSE28137 and GSE28138). Each replica experiment was preceded by a microarray-stripping procedure (see above). Microarrays were treated for 2 probed with 2 hours at 37° C with a pre-hybridization solution containing SSPE 6X and BSA 8 mg/ml and then hybridized with 300 ng of miRNA pool for 20 hours at 37° C in a static hybridization oven (hybridization buffer: SSPE 6X; BSA 8 mg/ml; 300 ng of small RNAs and spike-in; Table SM1). After hybridization microarrays were washed with the following stringent procedure:

- 1 minute at room temperature with 6x SSPET (SSPE added with 0.05% of Tween-20);
- 1 minute at room temperature with 3x SSPET;
- 1 minute at room temperature with PBS 2X;
- 1 minute at room temperature with Buffer 2, 1X (the buffer for the klenow enzyme).

The RAKE reaction was next performed at 36.5° C by incubating the microarray for 1.5 hours in the following solution: Biotin-14-dATP (Invitrogen) 16 μM; Klenow Fragment (3´→5´ exo–) (NEB) 0.25 U/μl in 1X Buffer 2. Microarrays were washed two times with 1X Buffer 2 and incubated with the biotin blocking solution (Tween-20 0.1% and BSA 10 mg/ml in PBS 2X) for 1 hour at room temperature. Extended miRNAs (primers) were labeled by incubating the microarray with the Dye labeling solution (Tween-20 0.1% ; BSA 10 mg/ml and 1.6 ng of Amersham Cy3-streptavidin in PBS 2X) for 1 hour at room temperature. Microarrays were rinsed with PBST (Tween-20 0.1% in PBS 2X) for 1 minute at room temperature and with PBS 2X for 1 minute at room temperature and scanned with the VersArray microarray confocal laser scanner (Biorad) set at 3 μm resolution. Each microarray was subjected to three consecutive scans at low, medium and high photomultiplier settings [6]. This protocol produces twelve 16-bit tif images, grouped in low, intermediate and high intensity scans. 

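The ratio of the signal of a probe at the high PMT setting to that at the low setting had a median over probes of 4.56 in experiment 1, 5.14 in experiment 2, 5.42 in experiment 3 and 4.29 in experiment 4. Within an experiment the settings ranked the probes almost identically, with Spearman correlations from 0.986 to 0.998. The brightest probes reached the 16-bit maximum of 65535, at 113 to 689 probes per scan at the high setting, 14 to 94 at the medium setting and 1 to 39 at the low setting. Over the 4 experiments 1553 signals were at the maximum at the high setting. Of these, 1373 were below it at the medium setting and 1487 at the low setting. Relative to the median of each scan, the dimmest 10% of probes lay lower at the high than at the low setting in each of the 4 experiments, by a median log2 difference from -0.35 to -0.21. The brightest 10% lay higher, by 0.03 to 0.18. When limma was fitted to the 4 high and 4 low scans without regard to the experiment, 0 of 94928 probes passed an adjusted p of 0.05. At an unadjusted p of 0.05, 1623 passed, a smaller share than the 0.05 that chance alone would give. This fit counts the spread between experiments as error. In the dimmest 10% of probes its median standard error was 0.32, against 0.07 with the experiment as a block. With the experiment as a block, which compares the scans of 1 hybridization with each other, 5049 probes passed. Of these, 4899 were lower and 150 were higher at the high setting, and 4227 of the lower ones were among the dimmest 10% of probes. Among the brightest 10%, 87 probes were higher and 76 lower, and when only probes above the median of all 8 scans were tested 30 were higher and 55 lower. A signal cut at the 16-bit maximum at the high setting counts as lower there than it would be uncut. How many of these lower probes were cut was not counted. The blocked count depended on the scaling, with 0 probes after quantile normalization and 14915 after normexp background correction. With any 1 experiment left out it fell to between 2445 and 3372 probes, from fewer scans. This compares settings of the scanner on the same hybridized RNA.

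**Figure D2:**
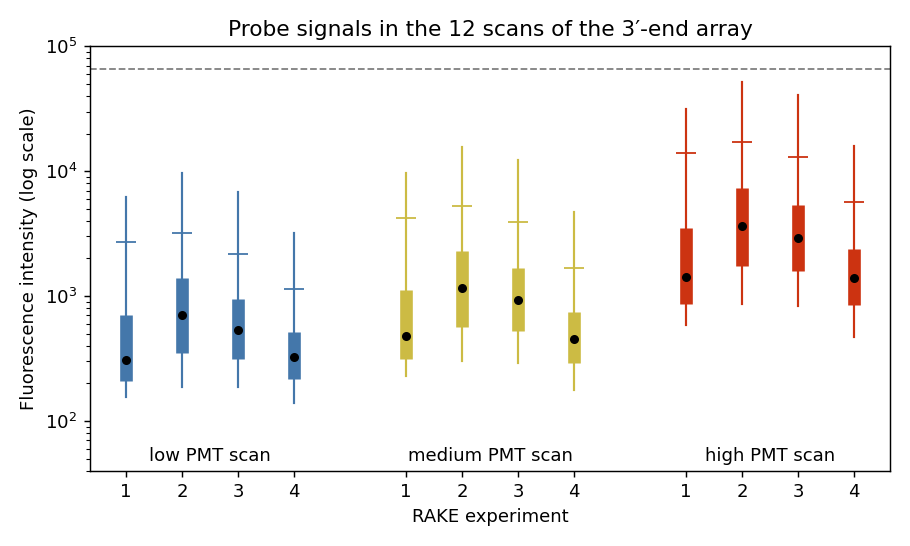
Fluorescence intensity of the probes (vertical axis, log scale, scanner units) in the 12 scans, by RAKE experiment (horizontal axis) and PMT setting (colour). Dots are medians, thick bars run from the 25th to the 75th percentile, thin lines from the 5th to the 99th percentile, and short horizontal marks are the 95th percentile; the dashed line is the 16-bit maximum of 65535. The median is highest in experiment 2 at each setting, and reaches 3659.25 there at the high setting.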

Each group was analyzed separately and only peaks confirmed in all four experiments inside the considered group (low, medium or high) were considered as true peaks.

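When each PMT setting was taken separately on the array analysed here, 5298 probes were bright in all 4 experiments of at least 1 setting. Of these, 4725 (89.2%) were bright in all 4 experiments at each of the 3 settings, and 300 at 2 settings. The remaining 273 probes depended on 1 setting, with 84 found only in the low scans, 91 only in the medium scans and 98 only in the high scans. Brightness was judged against the whole scan, and the peak search within tiling groups was not repeated.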

Identification of miRNA 5’-end: The strategy for the identification of the 5’-end of miRNAs was the same used for the identification of the 3’-end; however, the 12K microarray was probed with the retrotranscribed miRNAs in three independent experiments (Figure 2 A of the manuscript) (GEO: GSE28139). A poly(A) tail was added to the same miRNAs pool used for the identification of the 3’-end of miRNAs. 500 ng of small RNAs was added to a 100 μl polyadenilation solution containing 2.5 mM MnCl_2_; 1mM ATP; 0.08 U/μl E-Polyadenylase Polymerase (Invitrogen) in 1X E-PAP Buffer and incubated for 1 hour at 37° C. MiRNAs were then precipitated using Na-Acetate and 4 volumes of ethanol. Tailed miRNAs were retrotranscribed with Superscript III enzyme (Invitrogen) that lacks terminal-transferase activity. Retrotranscription was performed incubating the mix in 50 μl of 1X First strand Buffer containing 1 mM DTT; 0.5 mM dNTPs; 8 U/μl Superscript III enzyme (Invitrogen) for 1 hour at 42° C. After the RAKE, the microarrays were consecutively scanned three times at low, medium and high settings of photomultiplier [6]. We therefore produced with this protocol nine 16-bit tif images, grouped in low, intermediate and high intensity scans. Each group was analyzed separately and only peaks confirmed in all three experiments inside the considered group (low, medium or high) were taken as true peaks.

**Data analysis of RAKE experiments for miRNA termini identification (peaks identification)**

The 16 bit tiff images obtained from the microarray scanning in each RAKE test were quantized using the Combimatrix imager software. Raw quantization files were uploaded at the GEO database (GSE28137, GSE28138 and GSE28139). Median fluorescence intensity of each group of tailed probes designed for a single predicted pre-miRNA was considered to detect and calculate the probe(s) significantly responsive and therefore diagnostic for the actual miRNA termini. The algorithm used to this purpose is described in the method section of the manuscript. The algorithm identifies positive signal (responsive spots) in the tailed probes for the putative pre-miRNA by comparing the average fluorescence intensity of the entire set of probes of the same tailed group with the averaged intensities of the same set obtained excluding one single probe of the group at a time. This calculation allows measuring the influence of a single probe on the average intensity of a tailing group. The probe(s) that contributes to the largest increment of the averaged fluorescence intensities of the set is then identified as the sequence corresponding to the real termini of the miRNA (peaks). This peak detection was considered true only if confirmed in all four replica experiments performed routinely for the miRNA 3’-end identification or in all three replica experiments for the miRNA 5’-end identification. Each group of scans performed at low, medium or high intensity was independently considered. Moreover, we excluded miRNAs with more than three different termini.

**MicroRNA PCR experiments**

To validate the sequences of miRNAs, we performed a PCR amplification using specific primers (Table SM2). We performed the polyadenilation of miRNAs as described in the related paragraph (Identification of miRNA 5’-end) followed by a retrotranscription from a locked oligod(T) primer. cDNA was then used to perform PCR reactions using the protocol described in the following Table.

| **Cycle** | **Temperature [°C]** | **Time** |
| --- | --- | --- |
| Hot start | 95 | 3’00’’  40 cycles |
| Denaturation | 95 | 15’’ |
| Annealing |  | 35’’ |
| Extension | 72 | 20’’ |
| Final extension | 72 | 1’00’’ |
| Reaction block | 4 | 3’ |

The annealing temperature was set to 52°C for specific primers with the Tm between 40°C to 52°C and to 41°C for primers with the Tm between 31°C to 39 °C.

PCR reaction mix was as indicated in the Table below.

| **Component** | **Quantity** | **Final concentration** |
| --- | --- | --- |
| ss-cDNA [~1 μg] | 2.5 μl |  |
| 10x Advantage 2 PCR buffer | 2.5 μl | 1x |
| dNTPs [10mM] | 0.5 μl | 0.2 mM |
| Universal Primer | 0.25 μl | 100 nM |
| miRNA’s Specific Primer | 0.25 μl | 100 nM |
| 50x Advantage Polymerase mix | 0.5 μl | 1x |
| H_2_O nuclease free | 18.5 μl |  |
| Total | 25 μl |  |

We designed miRNA specific primers using the Integrated DNA Technologies internet tool OligoAnalyser 3.1, available at:

http://eu.idtdna.com/analyzer/Applications/OligoAnalyzer/.

Amplified PCR products were evaluated with the 2100 Agilent Bioanalyzer according to the manufacturer protocol for the Agilent DNA 1000 kit. This protocol allows the discrimination of small quantities of double strand DNA (0.1 – 50 ng) 25 nt to 1000 nt long with 5 bp error in the range between 25 – 100 bp (Figure 2 B of the paper) or by agarose gel.

**Data analysis of RAKE experiments for miRNA tissue expression profiling**

RAKE experiments: miRNAs expression in 14 different pig tissues was evaluated using dedicated microarrays composed of specific probes for miRNAs and associated background probes (Figure SM6 A). The choice of the probes for the miRNA expression was based on the results obtained from experiments for the identification of their 3’-end. Our method avoids the use of labeled miRNA target because is based on the elongation by Klenow enzyme of unmodified miRNAs hybridized to perfectly matching probes with biotin dATP. 300 ng of miRNA from each “tissue pool” (RNA from the same tissue from three different pigs) were hybridized to microarray platform to perform RAKE experiments. Experiments were replicated two times (GEO: GSE28140) and quantization of miRNA concentration was based on experiment specific titration curve obtained from the signals of spike RNA introduced in the reaction mixture (Table SM1 and Figure SM7). Before spike-in based miRNA quantization, inter-arrays fluorescence was normalized using cyclic loess method [7] (Figure SM8). This is an algorithm that allows good grade of normalization in miRNA expression experiments, as discussed by Wu [8], exhibiting the best improvement in the reduction of variability and yielding the highest number of significant differentially expressed miRNAs. After inter-arrays normalization the fluorescence intensity of specific probe for the miRNA was subtracted with the corresponding background fluorescence and then used to extrapolate miRNA concentration from the spike-in derived curve. The spike-in curve was extrapolated using the spline interpolation [9]. The spline interpolation is preferred over polynomial interpolation because the interpolation error can be made small even when using low degree polynomials for the spline. Moreover the spline interpolation avoids the problem of Runge's phenomenon, which occurs when interpolating between equidistant points with high degree polynomials.

Hierarchical cluster analysis and identification of tissue-specific miRNAs: only miRNAs that showed an expression value higher than the threshold of 0.51 pM in at least 14 out from 28 experiments were considered for further studies. This filter restricted the analysis to a total number of 864 miRNA containing also 3’ alternative ends. Hierarchical clustering analysis was performed using Pearson distance for both samples and miRNAs cluster identification (Figure 4 of the manuscript) as implemented in the TIGR MultiExperiment Viewer (MeV) [10]. The support of the nodes in the resulting tree was calculated using the jackknife resampling method with 100 iterations. Jackknifing takes each expression vector and excludes randomly a single element. This method produces expression vectors that have one fewer element and this is done to minimize the effect of single outlier values. Cluster-to-cluster distance was calculated with the average distance: the average distance between each member of one cluster to each member of another cluster is used as a measure of cluster-to-cluster distance. The manual integration of the results of the K-Means analysis [11] performed with Pearson correlation and the QT Cluster analysis [12] allowed the identification of miRNAs preferentially expressed in a specific tissue.

**Construction of mRNA microarray platform**

Identification of probes for mRNAs: Ensembl (Ver. 56) and UniGene (Ver. 38) databases were considered to retrieve transcripts expressed in the pig. Ensembl database has 21,567 transcripts (2 Mitochondrial rRNAs, 22 Mitochondrial tRNAs, 557 miRNAs, 143 misc-RNAs, 19,083 protein coding genes, 474 pseudogenes, 116 rRNAs, 46 retrotransposed elements, 732 snRNAs, 392 snoRNAs) while UniGene has 51,576 clusters. We searched for sequence similarity between Ensemble and UniGene cluster consensus to avoid multiple retrieval of the same transcript, we excluded UniGene consensus that shared more than 40% of sequence identity with Ensembl transcripts. We obtained 59,870 sequences (19,603 Ensembl and 40,267 UniGene) that were used as target for the design of complementary probes to synthesize onto a validation Combimatrix microarray (GEO: GPL13411). Since there is no a better software that is able to identify specific probes for all transcripts we used the following six different software in the probe identification precess: YODA [13], Picky [14], ArrayOligoSelector [15,16], OligoPicker [17], OligoFaktory [18] and CommOligo [19]. Two probes per each target sequence were obtained. We verified probes with the BLAST algorithm [20] to measure their specificity for the target mRNA. Probes could be classified in different groups: a) Ensembl-specific, b) not discriminating between Ensembl transcript isoforms, c) UniGene-specific, d) cross hybridizing with different Ensembl transcripts, e) cross hybridizing with different UniGene clusters, f) cross hybridizing with UniGene and Ensembl sequences. To experimentally test them a 90K microarray was synthesized with two probes designed in the most 3’-end of each transcript belonging to the a, b, and c groups (GEO : GPL13411). We preferred, when possible, to use probes obtained with OligoPicker software for a series of reasons. The software selects specific oligonucleotides by skipping regions with contiguous bases common to other sequences. Low-complexity regions are also filtered out to maintain sequence specificity. This program discards oligonucleotides and sequence regions that may form secondary structures, since both the probes and the target sequence should be easily accessible for hybridization and this step allows setting a Tm range for the requested oligonucleotides. To experimentally verify the specificity of the oligo-probes for their mRNA target, the test microarray was hybridized with a pool of amplified mRNAs derived from the same tissues used to detect 3’-end and 5’-end of miRNAs (GEO: GSE28636). Linear amplification, labeling of RNA and hybridization protocols are described in the next paragraph (Messenger RNA (mRNA) microarray experiments and date analysis). Probes that responded strongly to hybridization with test targets have been chosen to synthesize the definitive 90K Combimatrix microarray platform (GEO: GPL13259) used in mRNA gene expression analysis (GEO: GSE27853).

3’-UTR identification: the Untranslated region for each transcript derived from the Ensembl database was extracted from the definition of the same database, while for UniGene derived transcripts we defined the 3’-UTR as the region that contains the last 894 nt of the UniGene sequence. This definition was basied on the average length of 3’-UTR of Ensembl transcripts (336.83 nt and a standard deviation of 278.83 nt). The length of 894 was calculated as: average + 2 * standard deviations.

**Messenger RNA (mRNA) microarray experiments and data analysis**

Tissue expression profiling of mRNAs: Total RNA samples for each pig tissue was obtained by pooling equal quantities of total RNA prepared independently from homogeneous tissue samples collected from three different animals (see paragraph: “RNA extraction”). 1 μg of pooled RNA was linearly amplified and labeled by the addition of biotinilated nucleotides according to the Ambion MessageAmp™ II aRNA Amplification kit (Ambion). The procedure includes reverse transcription with an oligo-dT primer carrying a T7 promoter to produce the first-strand cDNA. After second-strand synthesis and cleanup, the cDNA is used as template for an in vitro transcription reaction to generate high quantity of antisense RNA (aRNA). Biotinilated UTPs were incorporated into the aRNA during the in vitro transcription reaction. Following purification 18 μg of aRNA was fragmented using the Ambion Fragmentetion Kit (Ambion). Intact and fragmented aRNAs were tested on Agilent Bioanalizer 2100 using RNA 6000 Nano LabChip. The size of intact aRNAs raged between 300 and 4,000 nucleotides while fragmented aRNAs raged from 50 and 250 nucleotides (Figure SM9). Fragmented aRNA was hybridized to pre-hybridized 90K Combimatrix microarrays. Pre-hybridization step was performed for 2 hours at 42° C with a solution containing 5X Denhardt’s solution, 100 ng/μl Salmon sperm DNA, 0.05% SDS in 1X Hyb solution prepared as suggested by Combimatrix. Hybridizations were carried out with 4.8 μg of fragmented aRNA, 25% of DI Formammide, 100 ng/μl Salmon sperm DNA, 0.04% SDS in 1X Hybridization solution at 42° C for 18 hours with constant mixing. After hybridization, microarray platforms were washed with:

- 6X SSPET (SSPE added with 0.05% of Tween-20) preheated at 42° C for 5 min.;
- 3X SSPET for 1 min. at room temperature;
- 0.5X SSPET for 1 min. at room temperature;
- PBST for 1 min. at room temperature;

The microarray chamber was than filled with Biotin Blocking solution (see paragraph: “RAKE experiments”) and incubated at room temperature for 1 hour. Labeling was performed by incubating the microarray with the Dye labeling solution (see paragraph: “RAKE experiments”) for 1 hour at room temperature. After the following washing steps:

- PBST for 1 min. at room temperature two times;
- PBS for 1 min. at room temperature.

microarrays were scanned at 3 μm resolution with the VersArray ChiprRader^TM^ (BioRad). Once the scanning was completed, microarrays were stripped as described in the paragraph “Microarray synthesis”**.**

Data analysis of mRNA profiling: Images of hybridized microarray were quantized using the Combimatrix imaging software. Raw data were normalized with the quantile method [21] (Figure SM10). The goal of the quantile method is to normalize the distribution of probe intensities across a set of microarrays. After normalization the fluorescence intensities of probe spots presenting a value lower than the average of median of all negative control probes were set as NA. The negative control probes introduced in the microarrays were used to calculate the background value (filter). Probe spots presenting NA in more than 6 experiments were excluded from data analysis. Before performing the analysis the intensity values of replicated probes were averaged.

Differentially expressed transcripts were identified by a one-way ANOVA analysis performed with 13 different sample groups (Left Atrium, Skin, Liver, White blood cells, Lymph node, Tongue, Spleen, Skeletal muscle, Lung, Kidney, Stomach, Adipose tissue, and Left Ventricle). The threshold value of P was set at 0.01, on the basis of 1,000 permutations. With this setting we identified 3,411 genes differentially expressed at a significant level, while the remaining 27,999 were not significant. Significant genes were used to perform supported tree sample clustering by the jackknife sampling approach.

The identification of genes preferentially expressed in a given tissue was performed by QT cluster analysis [12], considering only the differentially expressed genes. Clusters were calculated using the Pearson correlation.

**Networks construction**

BioGRID interaction repository (Ver. 3.1.72) [22] was used to discuss genetic interactions. Version 3.1.72 of BioGRID includes a curated set of physical and genetic interactions. The total number of deposited non-redundant interactions are 253,138 whereas the raw interactions are 365,574. Only interactions described for human were used to discover networks that were implemented with miRNA-target interactions, considering homologous genes between pig and human organisms. All networks presented are based on the confirmed miRNA sequences by RAKE and sequencing experiments. Moreover identification of miRNA targets were performed basing TargetScan algorithm and anticorrelation expression. MRNA function were performed on the basis of the enrichment score obtained by the analysis of DAVID database [23].

Gene group enrichment score, based on David database [23], is calculated as the geometric mean of all the enrichment P-values (EASE scores) of each annotation term in a given functional group. To emphasize that the geometric mean is a relative score and not an absolute P-value, minus log transformation is applied on the average P-values. A high score for a gene group indicates that members of that group are likely playing important functional roles in a given study. An enrichment score of 1.3 is equivalent to 0.05 P-value in non-log scale [23].

**SM FIGURE LEGENDS**

**Figure SM1.** Distance of probes for mRNA microarray platform from the 3’-end of the UniGene ‘transcripts’. The X axis measures in base pairs (bp) the distance of mRNA probe sequences from the 3’-end (0 position) of UniGene ‘transcripts’. The Y axis indicates the distribution of probes along this distance, measured as probability density. A. Density probability plot for all UniGene clusters. B. Enlargement of the 0 – 4,000 bp region of panel A. The grey area of the curve represents the positions of the replicated probes (11,363) in the microarray. N = total number of targeted UniGene ‘transcripts’.

**Figure SM2.** A. Number of probes for mRNA microarray platform related to the distance from 3’-end of Ensembl transcripts. 98.2% of the probes map within 2,000 nt from 3’-end. B. Number of probes related to the distance from 3’-end of the UniGene clusters. The inserted rectangle shows the enlargement of the region from 0 to 2,000 nt where 99.9 % of the probes are located.

**Figure SM3.** Gene categories that are enriched in tissue-specific clusters of mRNA expression profiles.

**Figure SM4.** Cluster of miRNA presenting the higher expression in the liver. Yellow lateral bars highlight miRNA sub-clusters that sowed a high expression both in the liver and in the adipose tissue supporting their functional relation and their similar miRNA expression.

**Figure SM5.** Probe design description to identify the exact 3’-ends of miRNAs. A. Hairpin of the ENSSSCT00000020014/ssc-mir-136 where the blue rectangle represents the 3p arm and the red one the 5p arm. Black arrows show 0 position respectively in the 3p and 5p arms; green arrows show the ssc-mir-136 termini of the sequence deposited in the miRBase database; yellow arrows show the end positions we find for the miRNA that mature from the described hairpin. Braces below the hairpin indicate sequences complementary to the shifted probes of the -1, 1 and 14 regions respect to the 0 position. B. Fluorescence intensity of each shifted probe. Blue bars show fluorescence of the probes in the 3p arm of the hairpin while red bars the one of 5p arm. All probes complementary to the sequence in the 3p hairpin arm have the same fluorescence intensity while those complementary to the 5p hairpin arm have a peak in the 13 – 16 region with the probe 14 corresponding to the 3’-end of the miRNA that presents the highest fluorescence intensity. C. Sequences of the shifted probes complementary to the sequence of the 5p hairpin’s arm. Sequences are characterized by a common spacer from the microarray surface, the specific sequence (orange) and a d(T) stretch useful for the RAKE experiments (detector). Only miRNA perfectly matched to the specific sequence will be extended by Klenow polymerase in the presence of only biotinilated-dATP.

**Figure SM6.** An explicative portion of the scan of a 4 X 2k Combimatrix microarray after the RAKE and labeling reactions (A) and the stripping step (B). A. Spike-in spot are indicated by red line while blue arrow indicates a specific probe. The orange arrow indicates the background probe correspondent to the specific probe indicated by the blue arrow. Each background probe was positioned on the right of the specific probe.

**Figure SM7.** Example of a titration curve based on the spike-in controls. Spikes are represented by points while the line represents the curve interpolation according to the spline algorithm.

**Figure SM8.** Box plot of miRNA expression profiles obtained with custom microarray platforms. A. Raw expression profiles. B. Normalized expression profiles. Y-axes are in log scale.

**Figure SM9.** Electropherograms of intact and fragmented aRNA. Fragmented aRNA (blue line) are between ~ 50 and ~ 250 nucleotides (nt) while aRNA (red line) between ~ 200 and ~ 3,500 nt. FU: fluorescence units.

**Figure SM10.** Box plot of mRNA expression profiles obtained with custom microarray platforms. A. Raw expression profiles. B. Normalized expression profiles. Y-axes are in log scale.

**SM TABLES**

**Table SM 1. Concentration of spike-in targets in miRNA RAKE experiments**

| **Name** | **Concentration** |
| --- | --- |
| SP_1 | 0,518 pM |
| SP_2 | 0,889 pM |
| SP_3 | 3,7 pM |
| SP_4 | 8,89 pM |
| SP_5 | 18,5 pM |
| SP_6 | 37 pM |
| SP_7 | 51.85 pM |
| SP_8 | 74,1 pM |
| SP_9 | 222 pM |
| SP_10 | 474 pM |
| SP_11 | 889 pM |

Concentrations are expressed in pico moles (pM).

**Table SM2. PCR primers for the miRNAs**

| **Name** | **Sequence**  **miRNA**  **Specific primer** | **Primer for cDNA synthesis (26 nt + 2 nt; N) sequence 3’ 5’ direction** | **PCR amplicon length (bp)** | **Agilent size (bp)** | **Primer name** |
| --- | --- | --- | --- | --- | --- |
| prediction_1_165028452_165028513_-_3p | CTTATCCTTTAGTTAAGAGGAGGAG  TTATCCTTTAGTTAAGAGGAGGAGC  TTAGTTAAGAGGAGGAG | NNTTTTTTTTTTTTTTTGTGCCTGTGAC | 44 | 58 | A |
| prediction_2_51459801_51459868_+_3p | GTTGTTCTAAATTTTTCTTTTCTTTTCTT  GTTGTTCTAAATTTTTCTTTTCT | NNTTTTTTTTTTTTTTTGTGCCTGTGAC | 55 | 60 | B |
| ENSSSCT00000020817_3_29678100_29678195_-_5p | CACCTGGGGATCTTGCACCAAA  CCTGGGGATCTTGCACCAAA  TGGGGATCTTGCAC | NNTTTTTTTTTTTTTTTGTGCCTGTGAC | 44 | 47 | C |
| prediction_4_131579571_131579634_-_3p | GATACCTGGTTGTTAGTGGTGCC  GATACCTGGTTGTTAGTG | NNTTTTTTTTTTTTTTTGTGCCTGTGAC | 49 | 55 | D |
| prediction_8_76593438_76593497_+_3p | GTTAGAAACATACCTGTCAGGTGGGAAGG  GTTAGAAACATACCTGTCA | NNTTTTTTTTTTTTTTTGTGCCTGTGAC | 55 | 57 | E |
| prediction_9_25400874_25400934_-_5p | GTGTATATGTGGCTGCCTTGTACAGGGGG  GTGTATATGTGGCTGC | NNTTTTTTTTTTTTTTTGTGCCTGTGAC | 55 | 53 | F |
| hsa-mir-302c_8_92257532_92257600_+_5p;  ENSSSCT00000021153_8_92257532_92257600_+_5p | GATCCCCTTTGCTTTAACATGGGGGTACC  GATCCCCTTTGCTTTAAC | NNTTTTTTTTTTTTTTTGTGCCTGTGAC | 55 | 50 | G |
| ENSSSCT00000020476_18_5054286_5054404_-_5p | GCCAGGAAGAGGAGGAAGCC  CAGGAAGAGGAGGAA | NNTTTTTTTTTTTTTTTGTGCCTGTGAC | 44 | 44 | H |
| prediction_6_76724242_76724304_+_5p | GGAGCCTGGGATGCC  GGAGCCTGGGATGC | NNTTTTTTTTTTTTTTTGTGCCTGTGAC | 41 | 45 | I |

Continue next page

| **Name** | **Sequence**  **miRNA**  **Specific primer** | **Primer for cDNA synthesis (26 nt + 2 nt; N) sequence 3’ 5’ direction** | **PCR amplicon length (bp)** | **Agilent size (bp)** | **Primer name** |
| --- | --- | --- | --- | --- | --- |
| prediction_11_15371078_15371148_+_5p | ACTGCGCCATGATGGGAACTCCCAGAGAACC  ACTGCGCCATGATG | NNTTTTTTTTTTTTTTTGTGCCTGTGAC | 57 | 55 | L |
| hsa-mir-671_18_5054286_5054404_-_3p | GGCTCCACCTTTTCCGGGCCGTGGAGCCA  CTCCACCTTTTCCGG | NNTTTTTTTTTTTTTTTGTGCCTGTGAC | 53 | 48 | M |
| prediction_16_34897772_34897832_-_3p | TGGAGAGGTGTGGGGAAGCCA  TGGAGAGGTGTGGG | NNTTTTTTTTTTTTTTTGTGCCTGTGAC | 47 | 51 | N |
| prediction_2_76634212_76634269_-_5p | CAGATCCTTTGCCTTTCTGGGACTCGCCA  CAGATCCTTTGCCTTTC | NNTTTTTTTTTTTTTTTGTGCCTGTGAC | 55 | 52 | O |
| prediction_1_274143573_274143630_-_3p | AGCTTTCGGGTCGCC  CTTTCGGGTCGCC | NNTTTTTTTTTTTTTTTGTGCCTGTGAC | 39 | 42 | P |
| prediction_2_20713887_20713938_-_5p | CCATCCGAGGTGCCA  CATCCGAGGTGCCA | NNTTTTTTTTTTTTTTTGTGCCTGTGAC | 40 | 44 | Q |
| prediction_8_29373598_29373658_-_3p | CTCTTAACCTCTTCAACAGGGAGG  CTCTTAACCTCTTCAACAG | NNTTTTTTTTTTTTTTTGTGCCTGTGAC | 50 | 53 | R |
| PCR primers for amplification of miRNAs evaluated by agarose gel | | | | | |
|  |  | **Primer for cDNA synthesis (45 nt + 2 nt; N) sequence 3’ 5’ direction** |  |  |  |
| ggo-mir-23a_2_56861158_56861231_-_3p | AATCACATTGCCAGGGATTTCCAA  AATCACATTGCCAGGGATTTCCAA | NN(T)20CATGAGACGCAACTATGGTGACGAA | 69 |  | ggo-mir-23a |
| prediction_10_32424164_32424229_+_3p | CTAGCCTGGGAACCTCCATATGC  TAGCCTGGGAACCTCCATATGC | NN(T)20CATGAGACGCAACTATGGTGACGAA | 67 |  | P_10_32424164 |
| prediction_15_14390446_14390503_-_3p | ATTCGACCCCTAGCCTGGGAACC  CGACCCCTAGCCTGGGAA | NN(T)20CATGAGACGCAACTATGGTGACGAA | 65 |  | P_15_14390446 |
| prediction_16_68474541_68474601_+_5p | GTACACTCCCGGGCAGCC  GTACACTCCCGGGCAGCC | NN(T)20CATGAGACGCAACTATGGTGACGAA | 63 |  | P_16_68474541 |
| prediction_18_53313483_53313543_+_5p | CAGCTGCCGGCCTACACCACAGCC  CAGCTGCCGGCCTACACC | NN(T)20CATGAGACGCAACTATGGTGACGAA | 69 |  | P_18_53313483 |
| prediction_1_191689912_191689974_+_3p | AGCTCCGATTCGACCCCTAGCCT  AGTTCCGATTCGACCCCTAG | NN(T)20CATGAGACGCAACTATGGTGACGAA | 68 |  | P_1_191689912 |
| prediction_2_12972059_12972118_-_5p | GGATCCGAGCCGCGTCTGCAACC  GGATCCGAGCCGCGTCTGCAA | NN(T)20CATGAGACGCAACTATGGTGACGAA | 68 |  | P_2_12972059 |
| prediction_5_17349754_17349814_-_5p | CTGTGTCTGTGACCTACACCACAGC  CTGTGTCTGTGACCTACACCACA | NN(T)20CATGAGACGCAACTATGGTGACGAA | 70 |  | P_5_17349754 |
| ptr-mir-25a_6_39533847_39533932_+_3p | TGAGGTTCTTGGGAGCC  GGGTGAGGTTCTTGGGAGC | NN(T)20CATGAGACGCAACTATGGTGACGAA | 65 |  | ptr-mir-25a_6 |
| prediction_1_146333652_146333723_-_5p | CTGTGCCTGTGGCGTAGGCCAGCAGCT  CCTGTGGCGTAGGCCAGC | NN(T)20CATGAGACGCAACTATGGTGACGAA | 67 |  | P_1_146333652 |
| prediction_14_62081641_62081708_-_3p | GTGCTGGGGGAGTACC  GTGCTGGGGGAGTACC | NN(T)20CATGAGACGCAACTATGGTGACGAA | 61 |  | P_14_62081641 |
| prediction_14_61690864_61690920_+_3p | CAGGTTTGATCCCTGGCCT  CAGGTTTGATCCCTGGCCT | NN(T)20CATGAGACGCAACTATGGTGACGAA | 64 |  | B - C |
| ssc-mir-24a_10_26148231_26148306 | TGGCTCAGTTCAGCAGGAACAG  TGGCTCAGTTCAGCAGGAAC | NN(T)20CATGAGACGCAACTATGGTGACGAA | 67 |  | A - D |

Name column contains miRNA name_chromosome_start-pre-miRNA_stop-pre-miRNA_genomic-strand_arm of the hairpin; Sequence column has in black the sequence of the miRNA and in red the sequence of the specific primer for the PCR reaction; Primer for cDNA synthesis contain the sequence of the primer used in the retrotranscription reaction; PCR amplicon length describe the expected length of the PCR amplicon; Agilent size column describe the size of detected PCR amplicon. Agilent chips have an error of 5 bp in the range of 25 – 100 bp. Primer name correspond to the names in the Figure 2 B. In yellow are evidenced amplicons that do not satisfy dimension constraint. About PCR tested on agarose gel, only amplification of prediction_14_61690864_61690920_+_3p and ssc-mir-24a_10_26148231_26148306 was performed on the presence of mRNA producing a smear. This result shows problems in the PCR amplification without performing specific miRNA retrotranscription or miRNA purification. In green are evidenced high confidence confirmed miRNA, in violet those medium confidence and in grey those with low confidence.

**SM FIGURES**

**Figure SM1.**

**
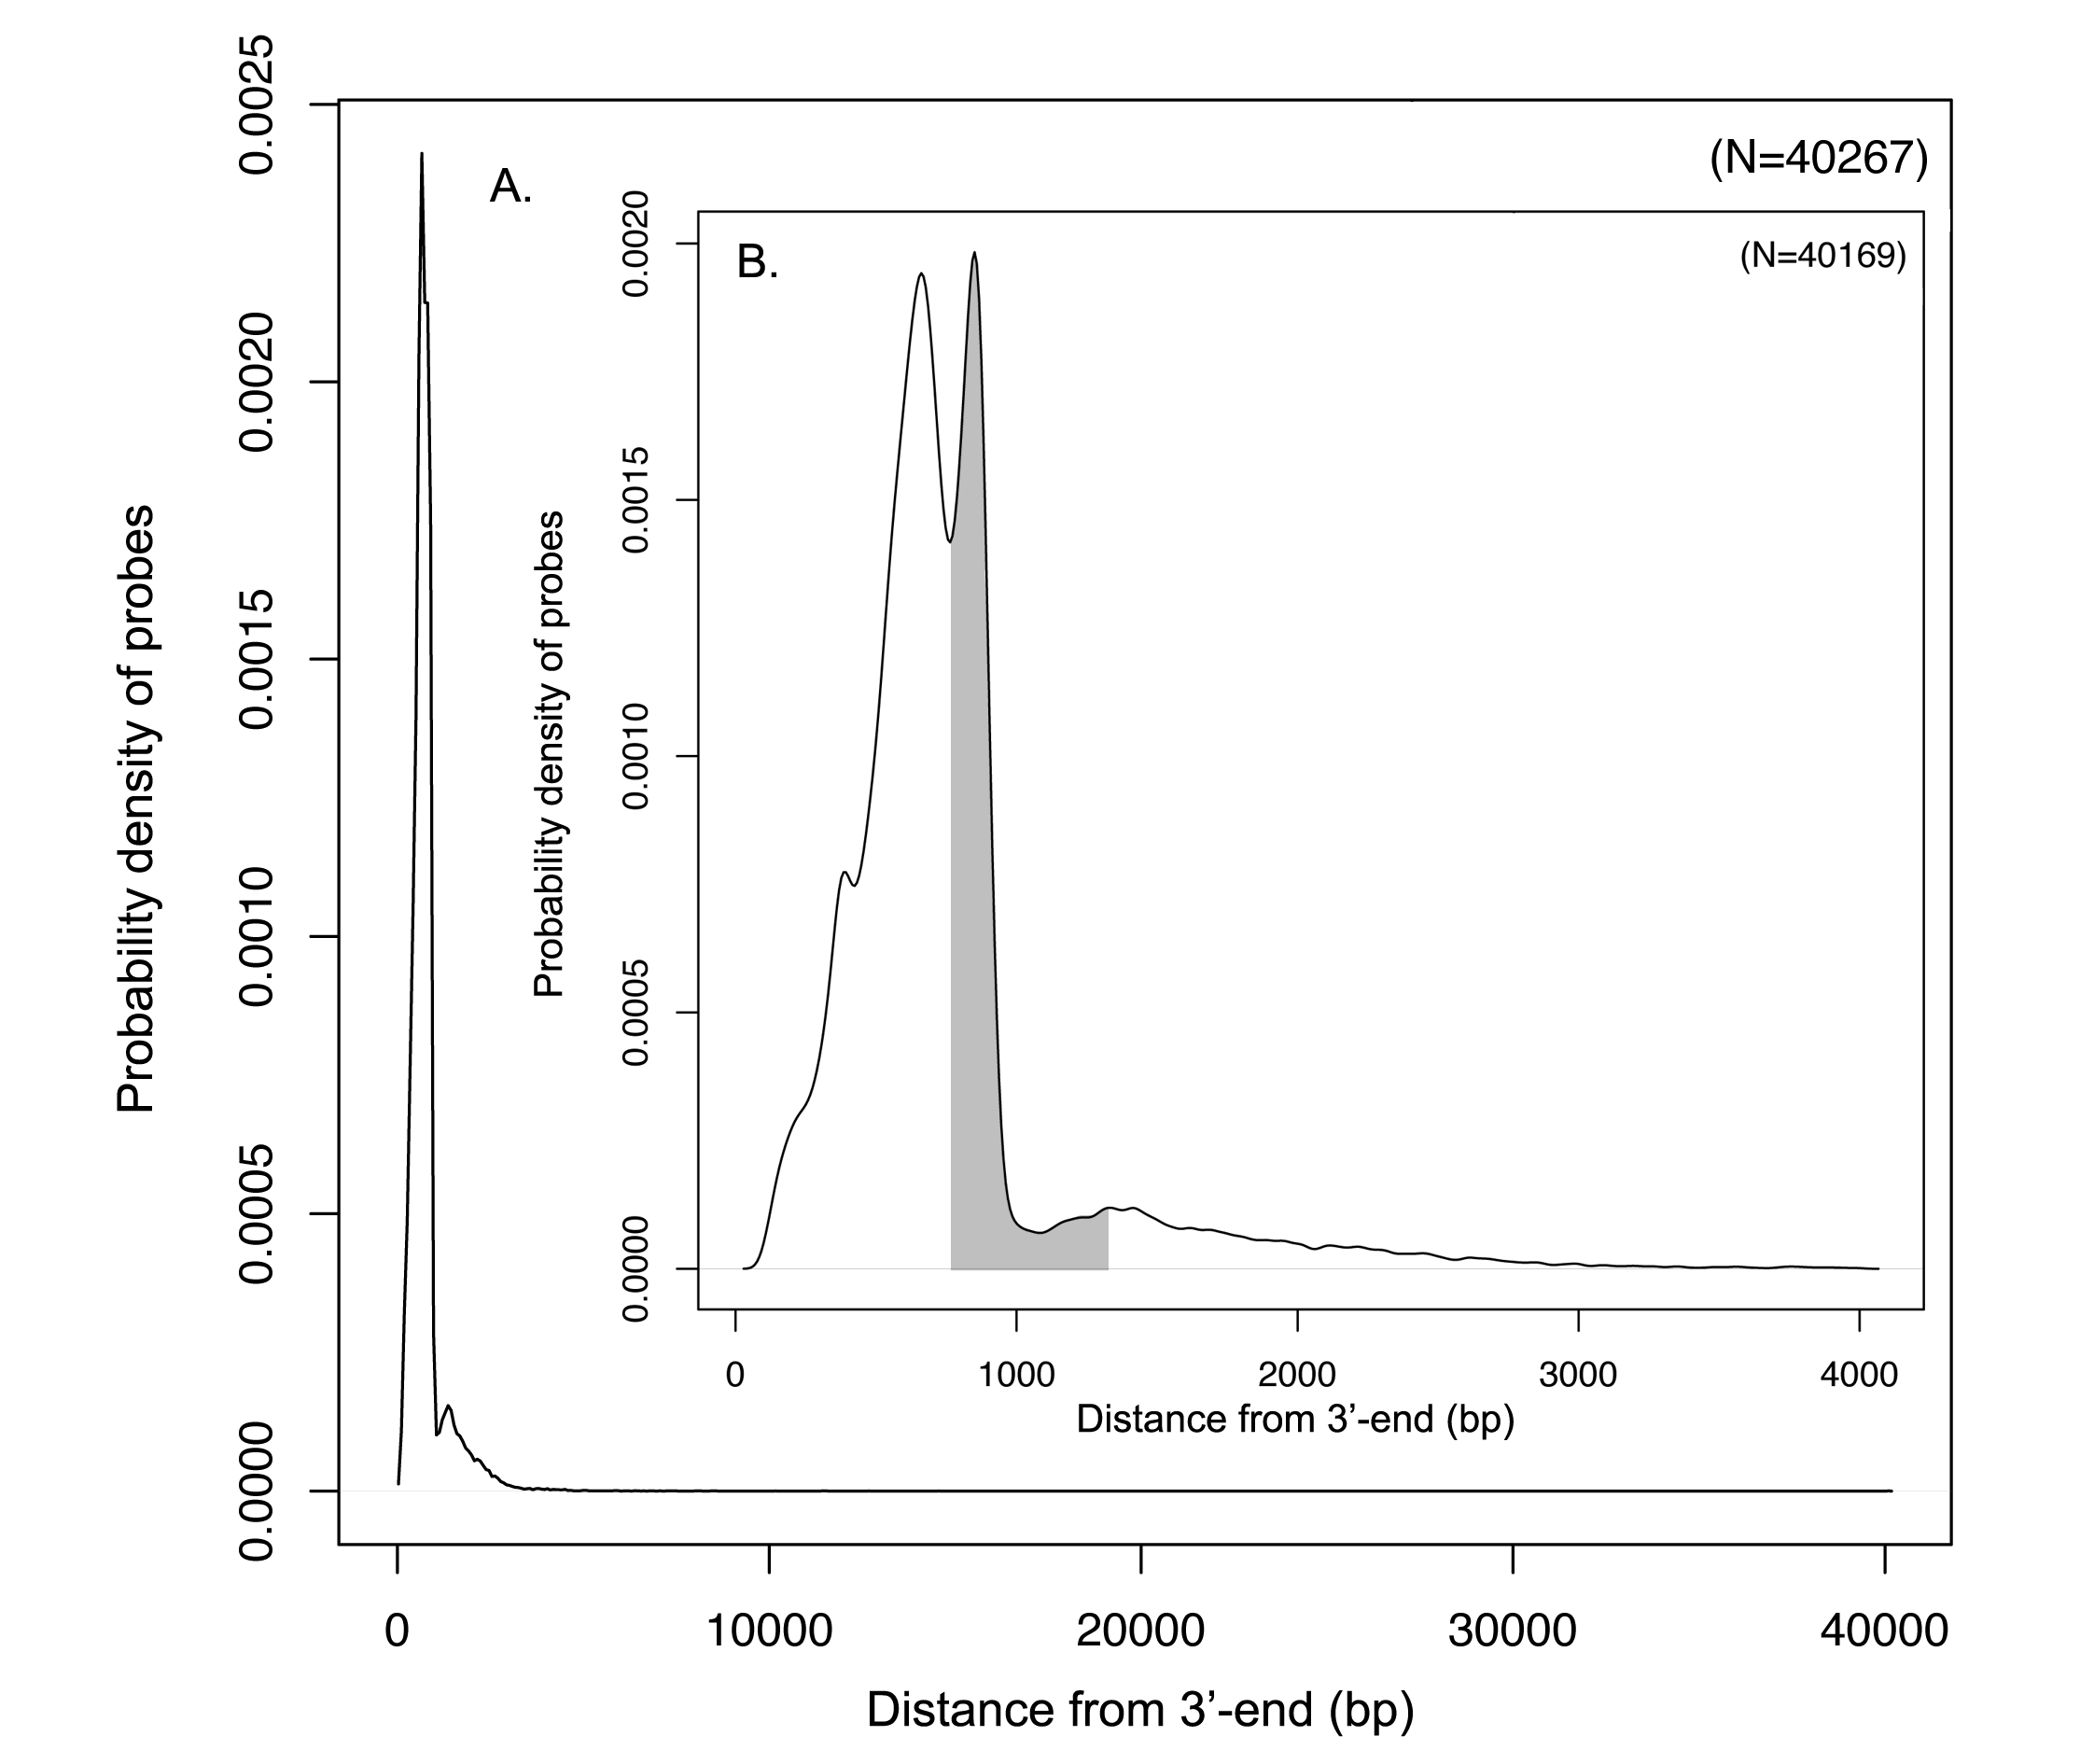
**

**Figure SM2.**

**
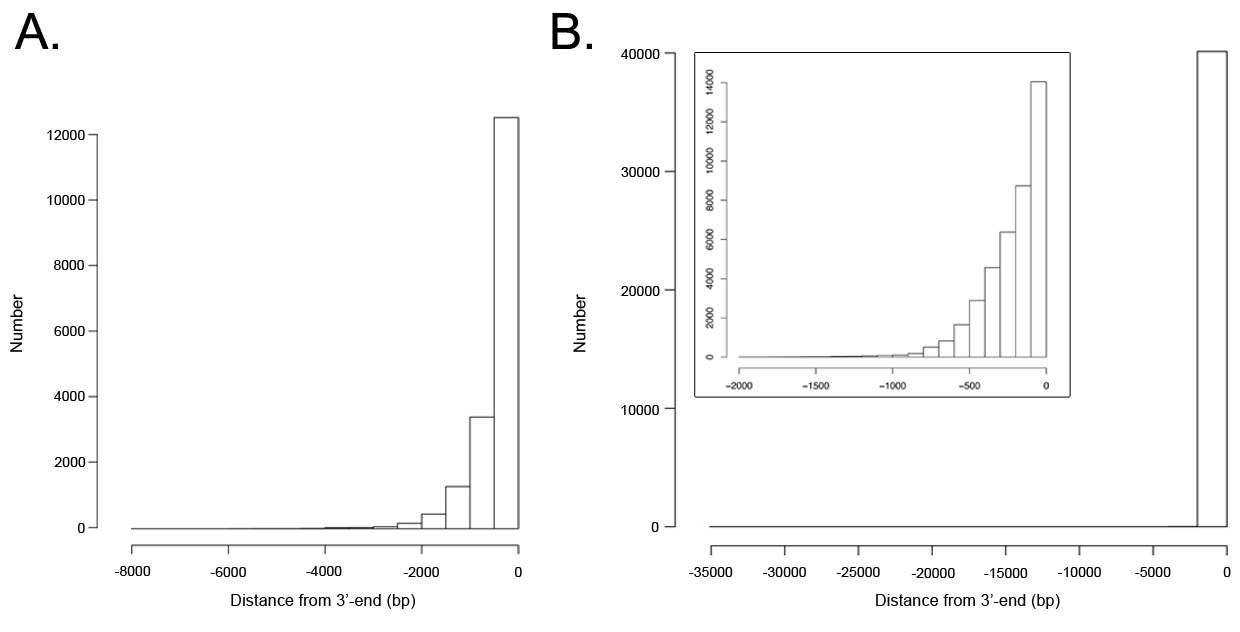
**

**Figure SM3.**

**
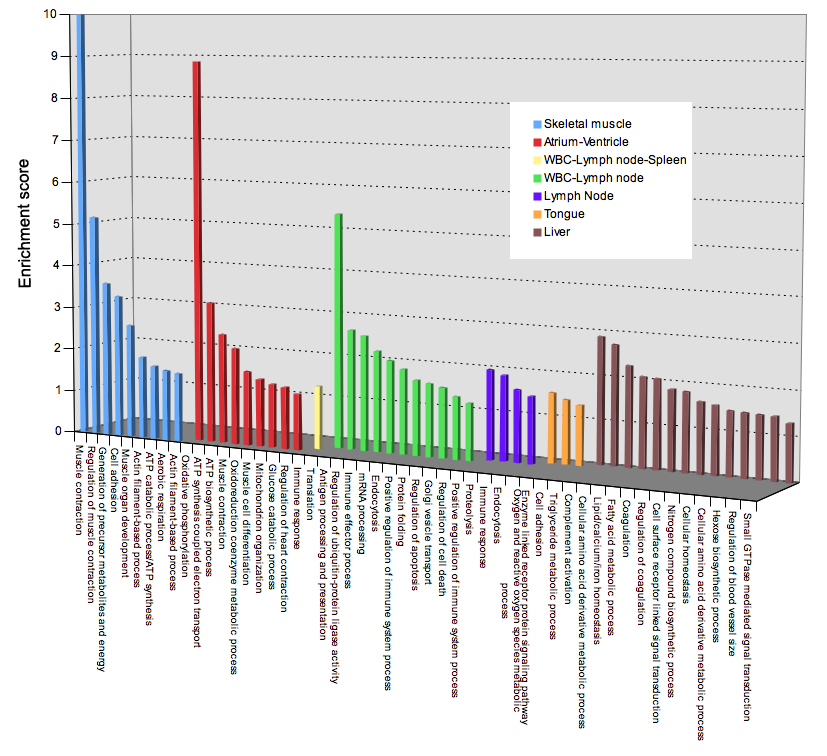
**

**Figure SM4**

**
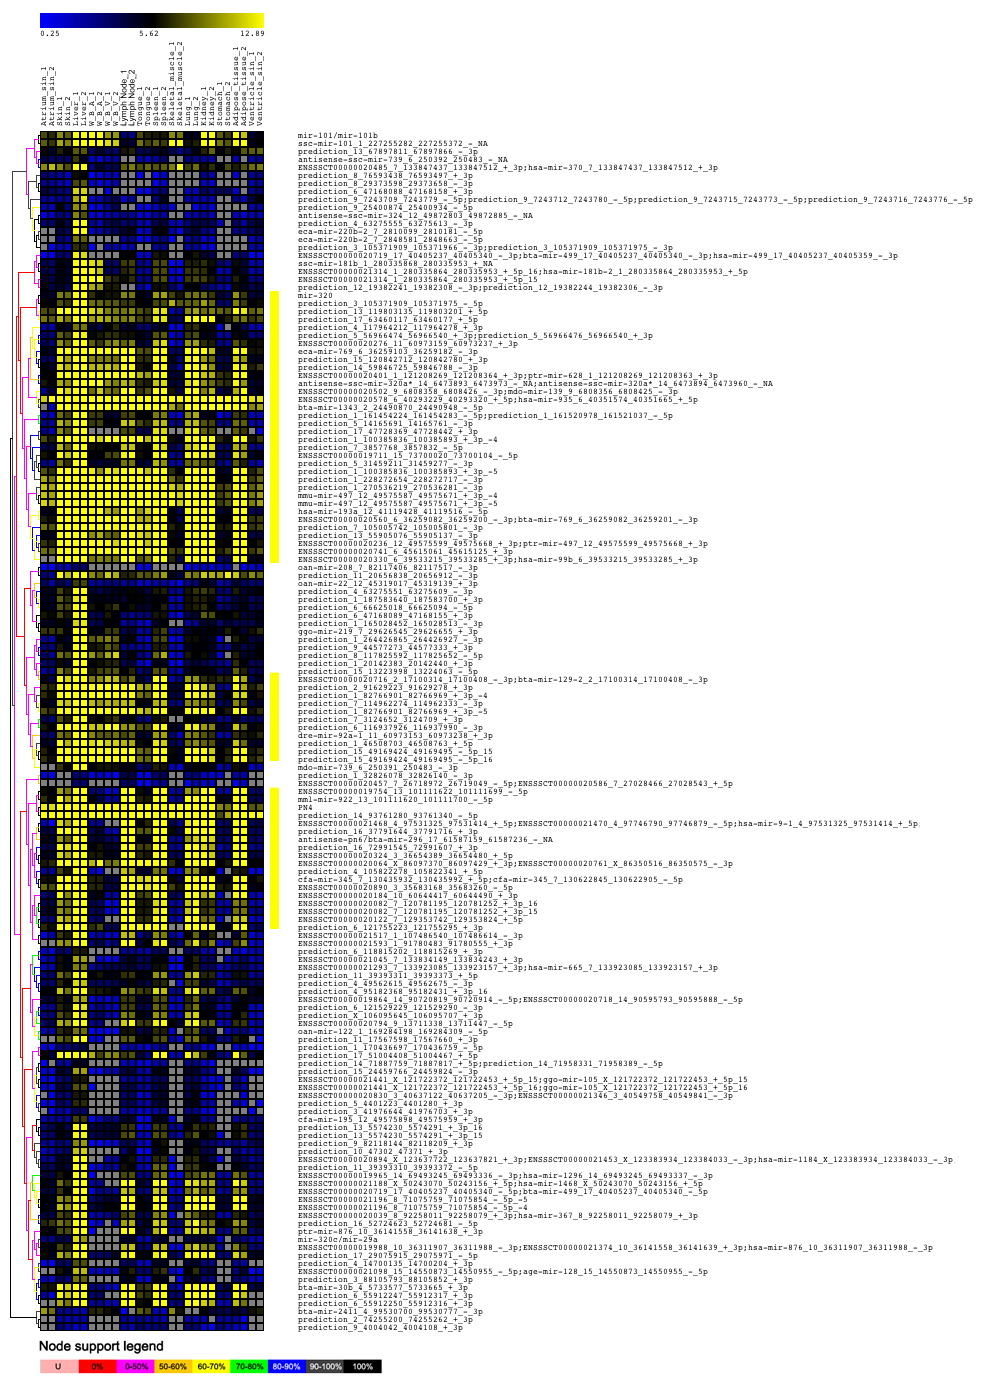
**

**Figure SM5.**

**
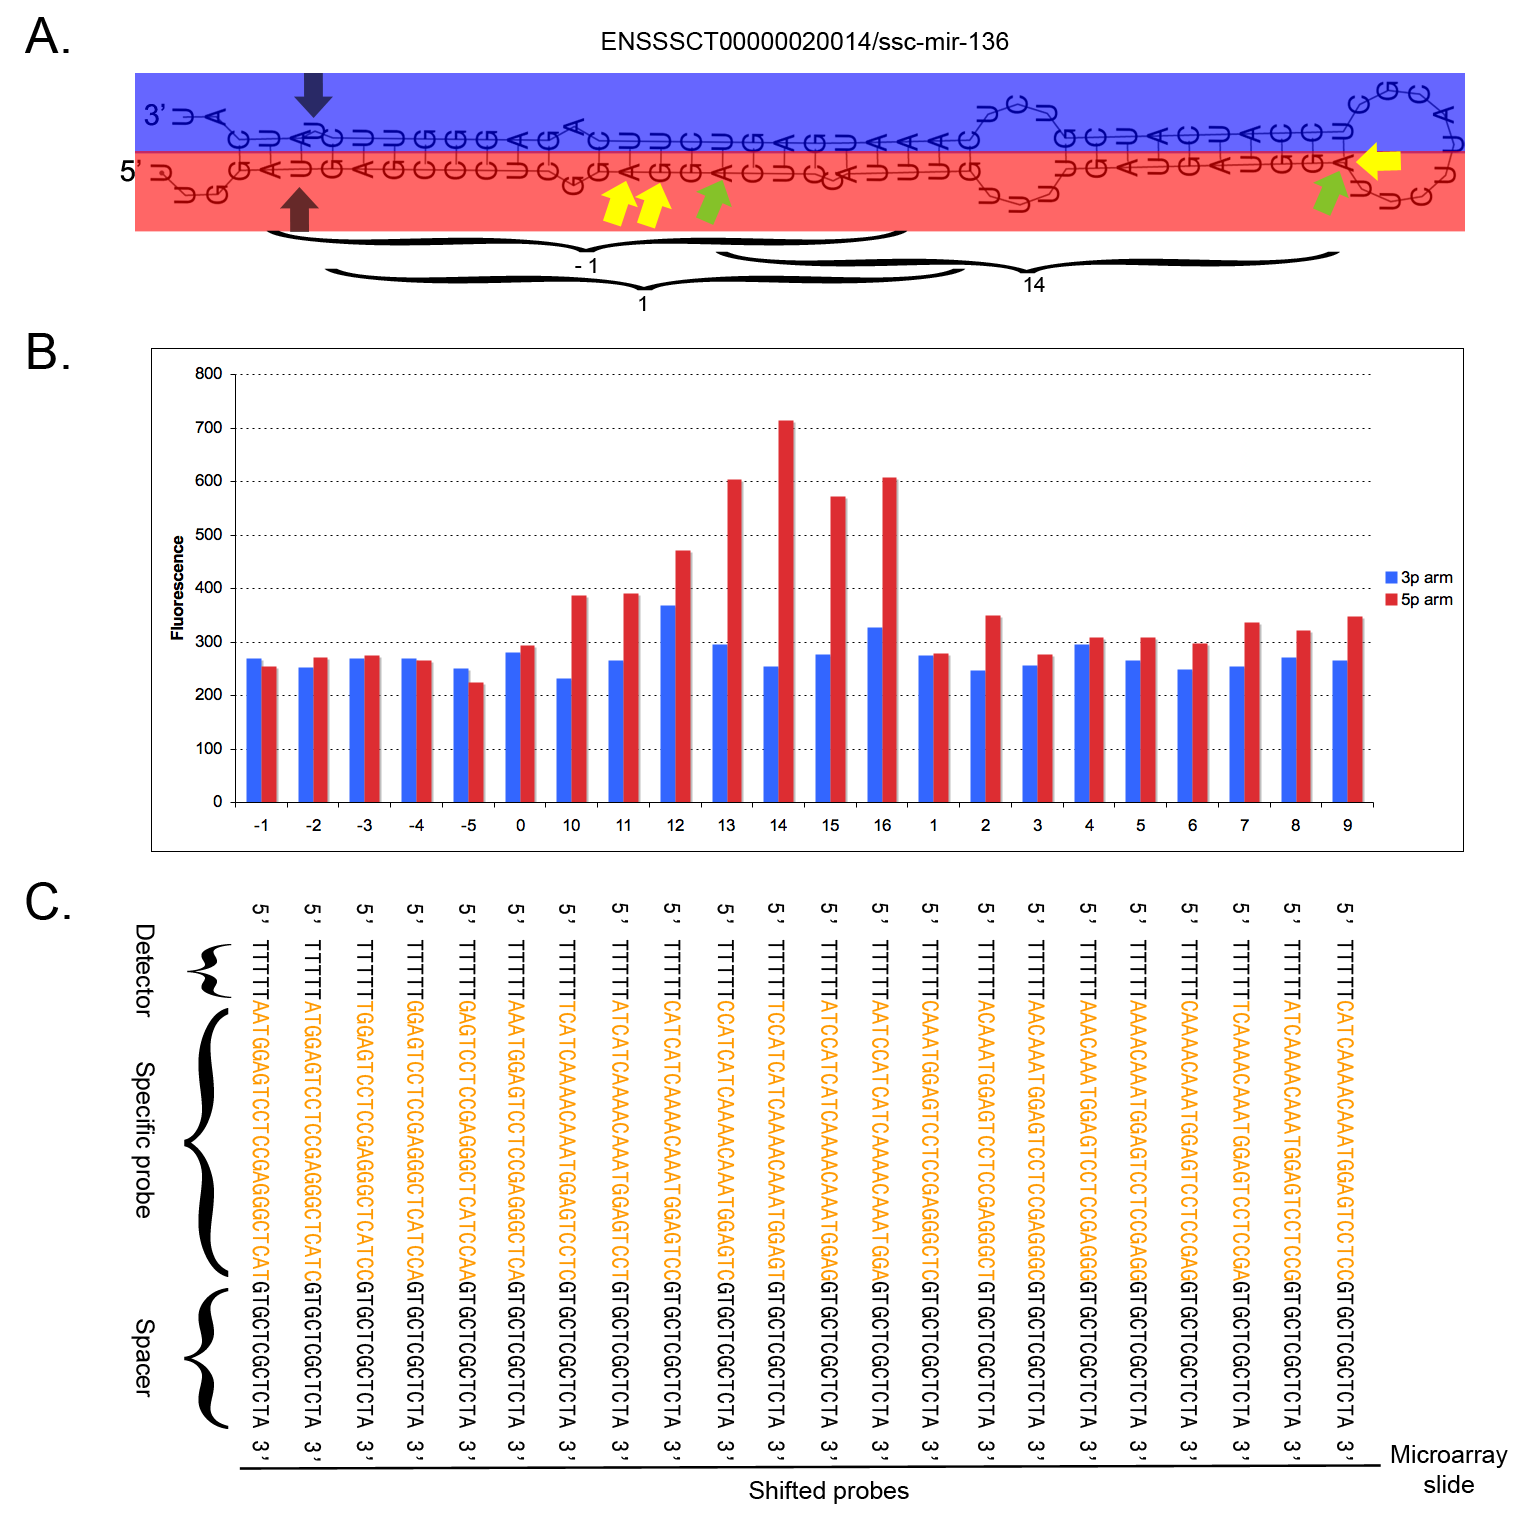
**

**Figure SM6.**

**
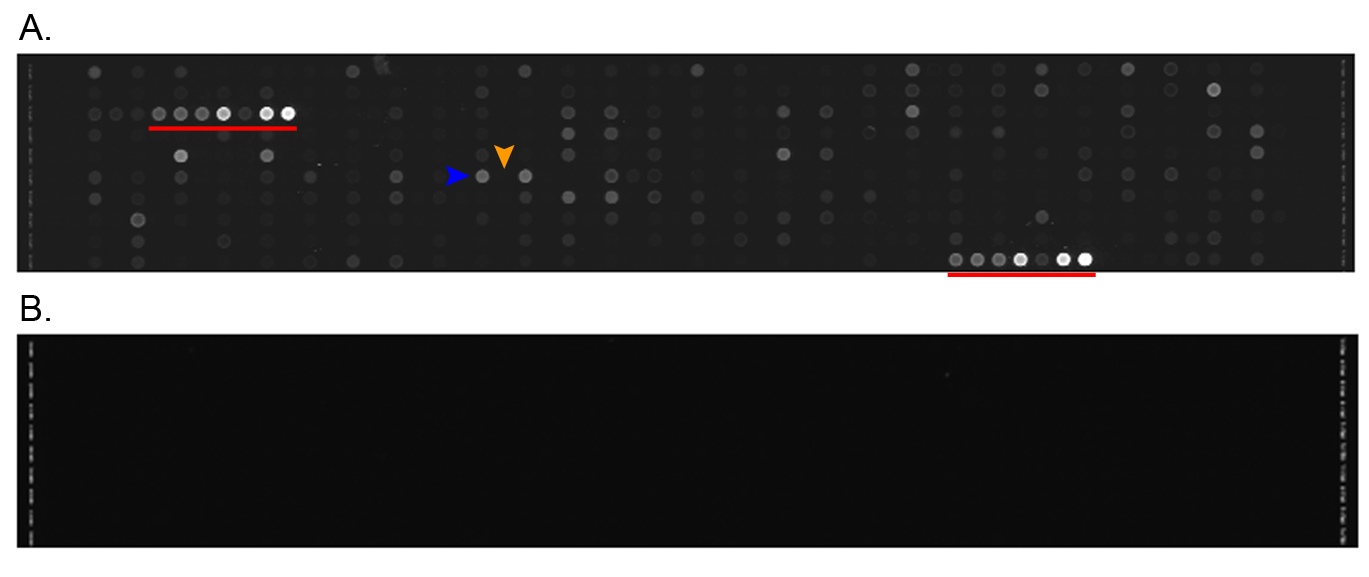
**

**Figure SM7.**

**
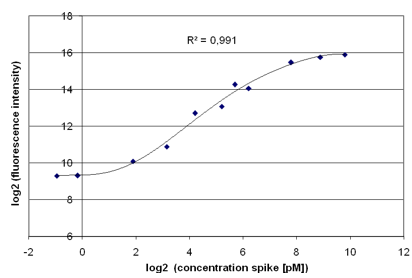
**

**Figure SM8.**

**
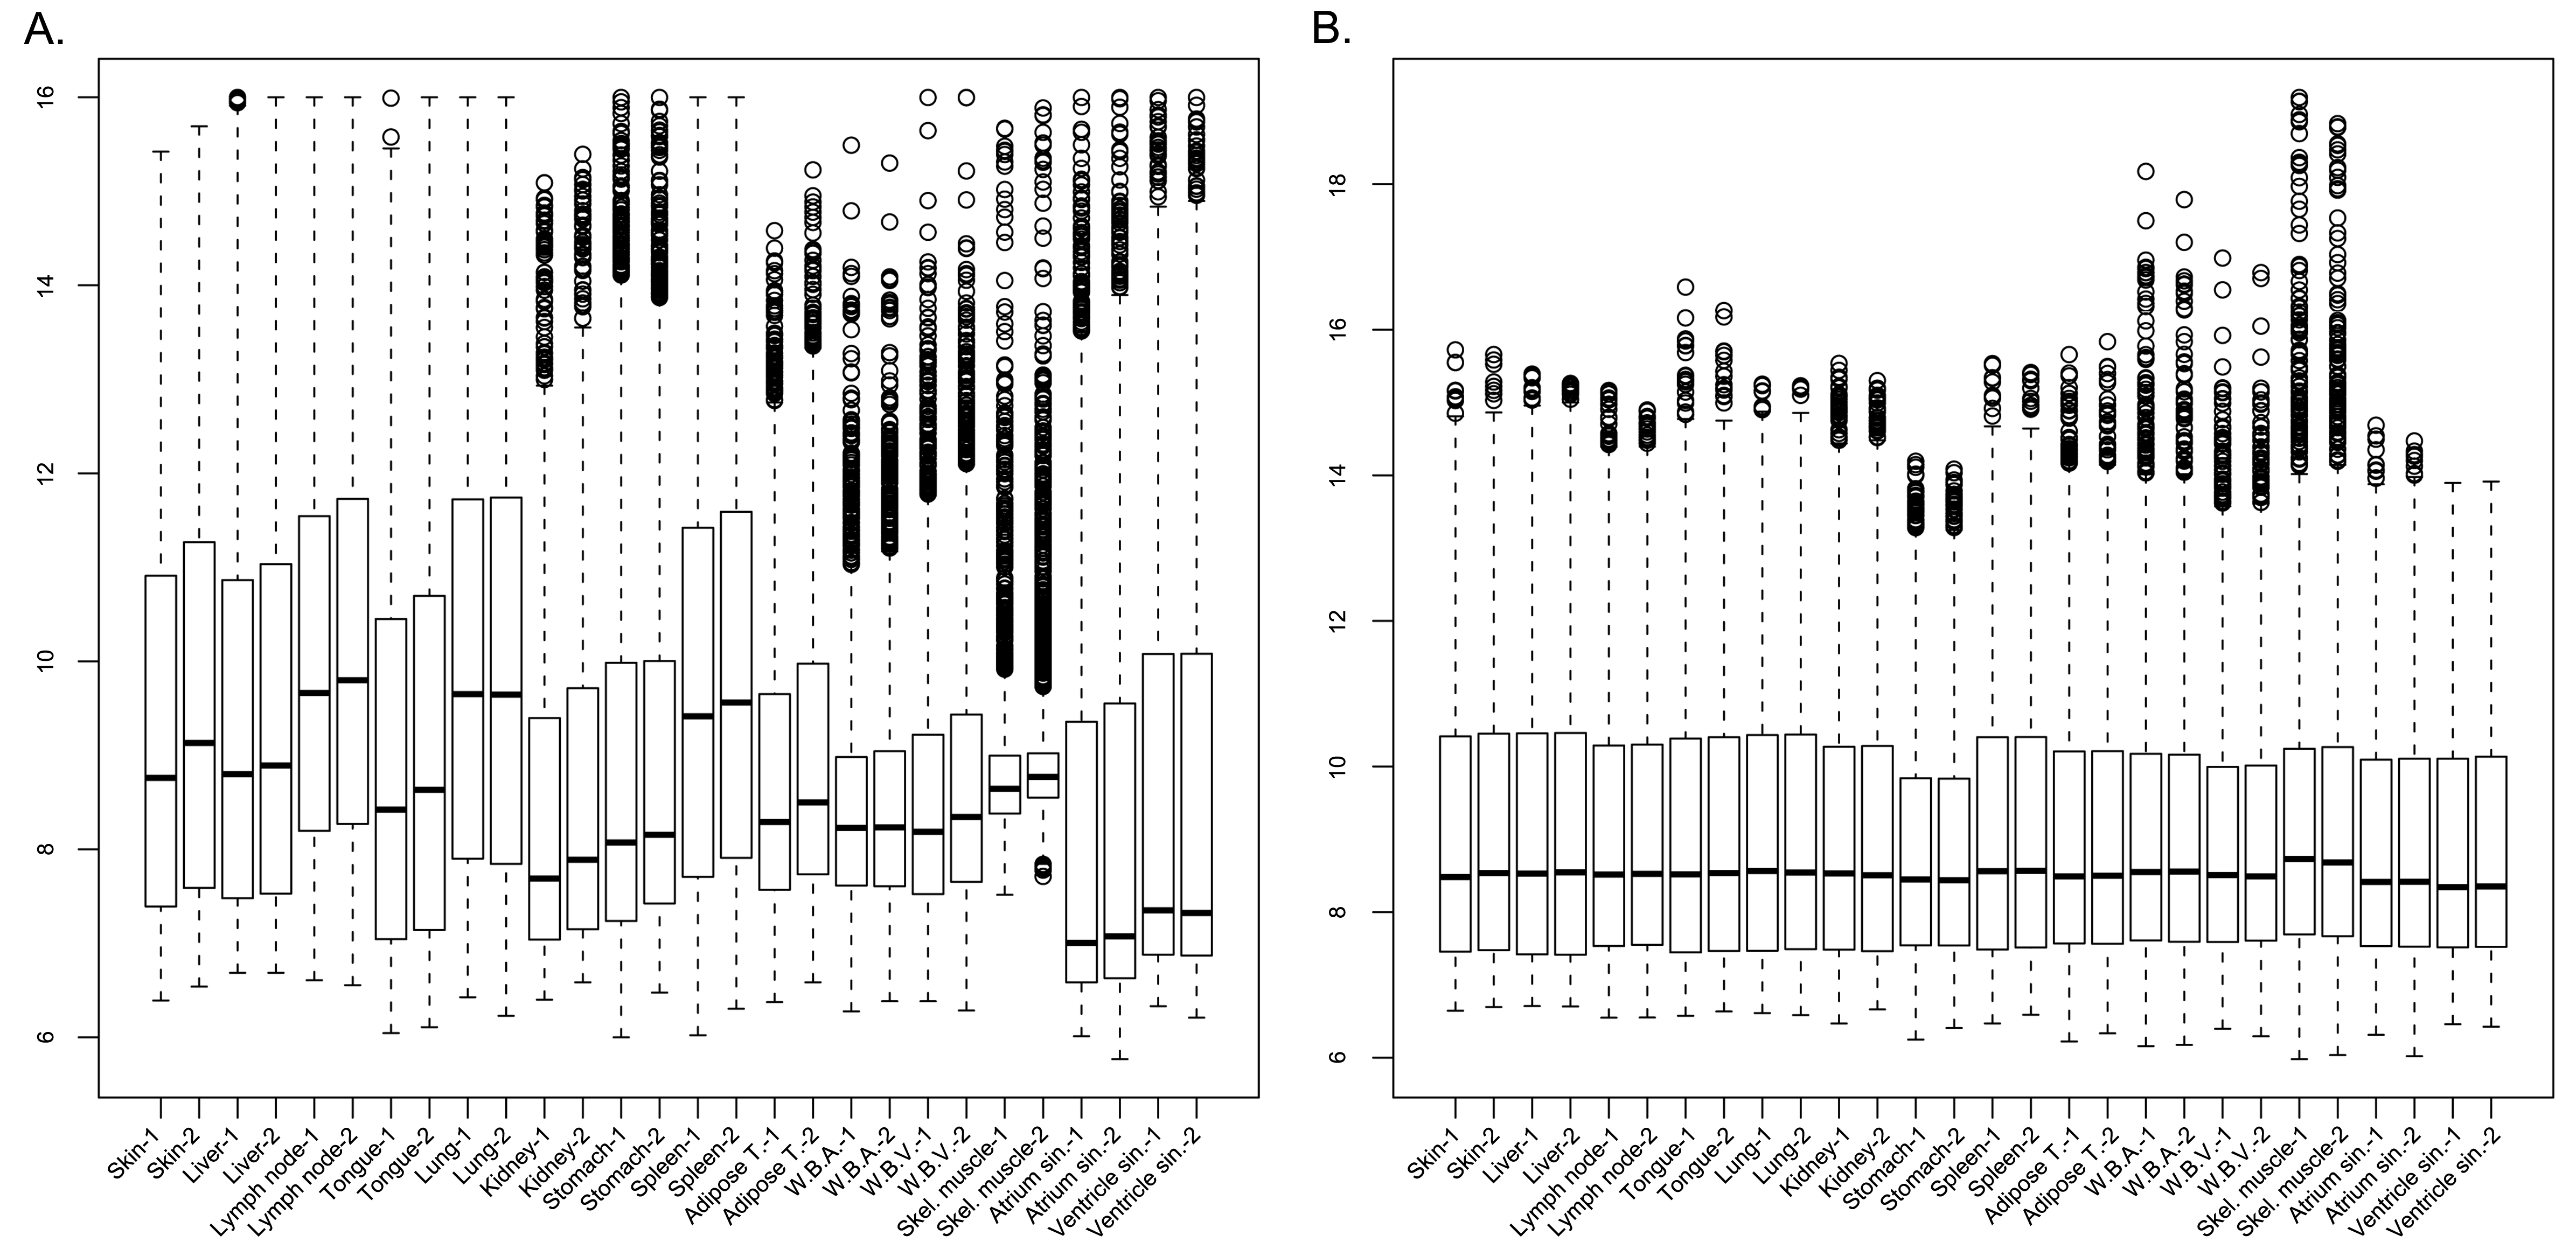
**

**Figure SM9.**

**
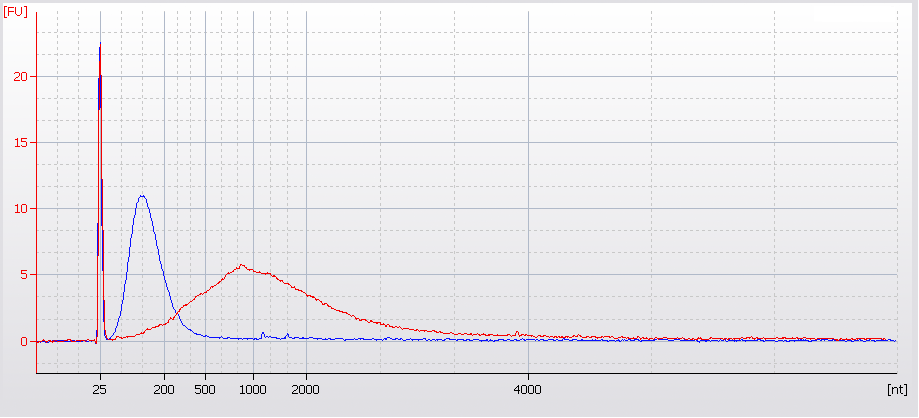
**

**Figure SM10.**

**
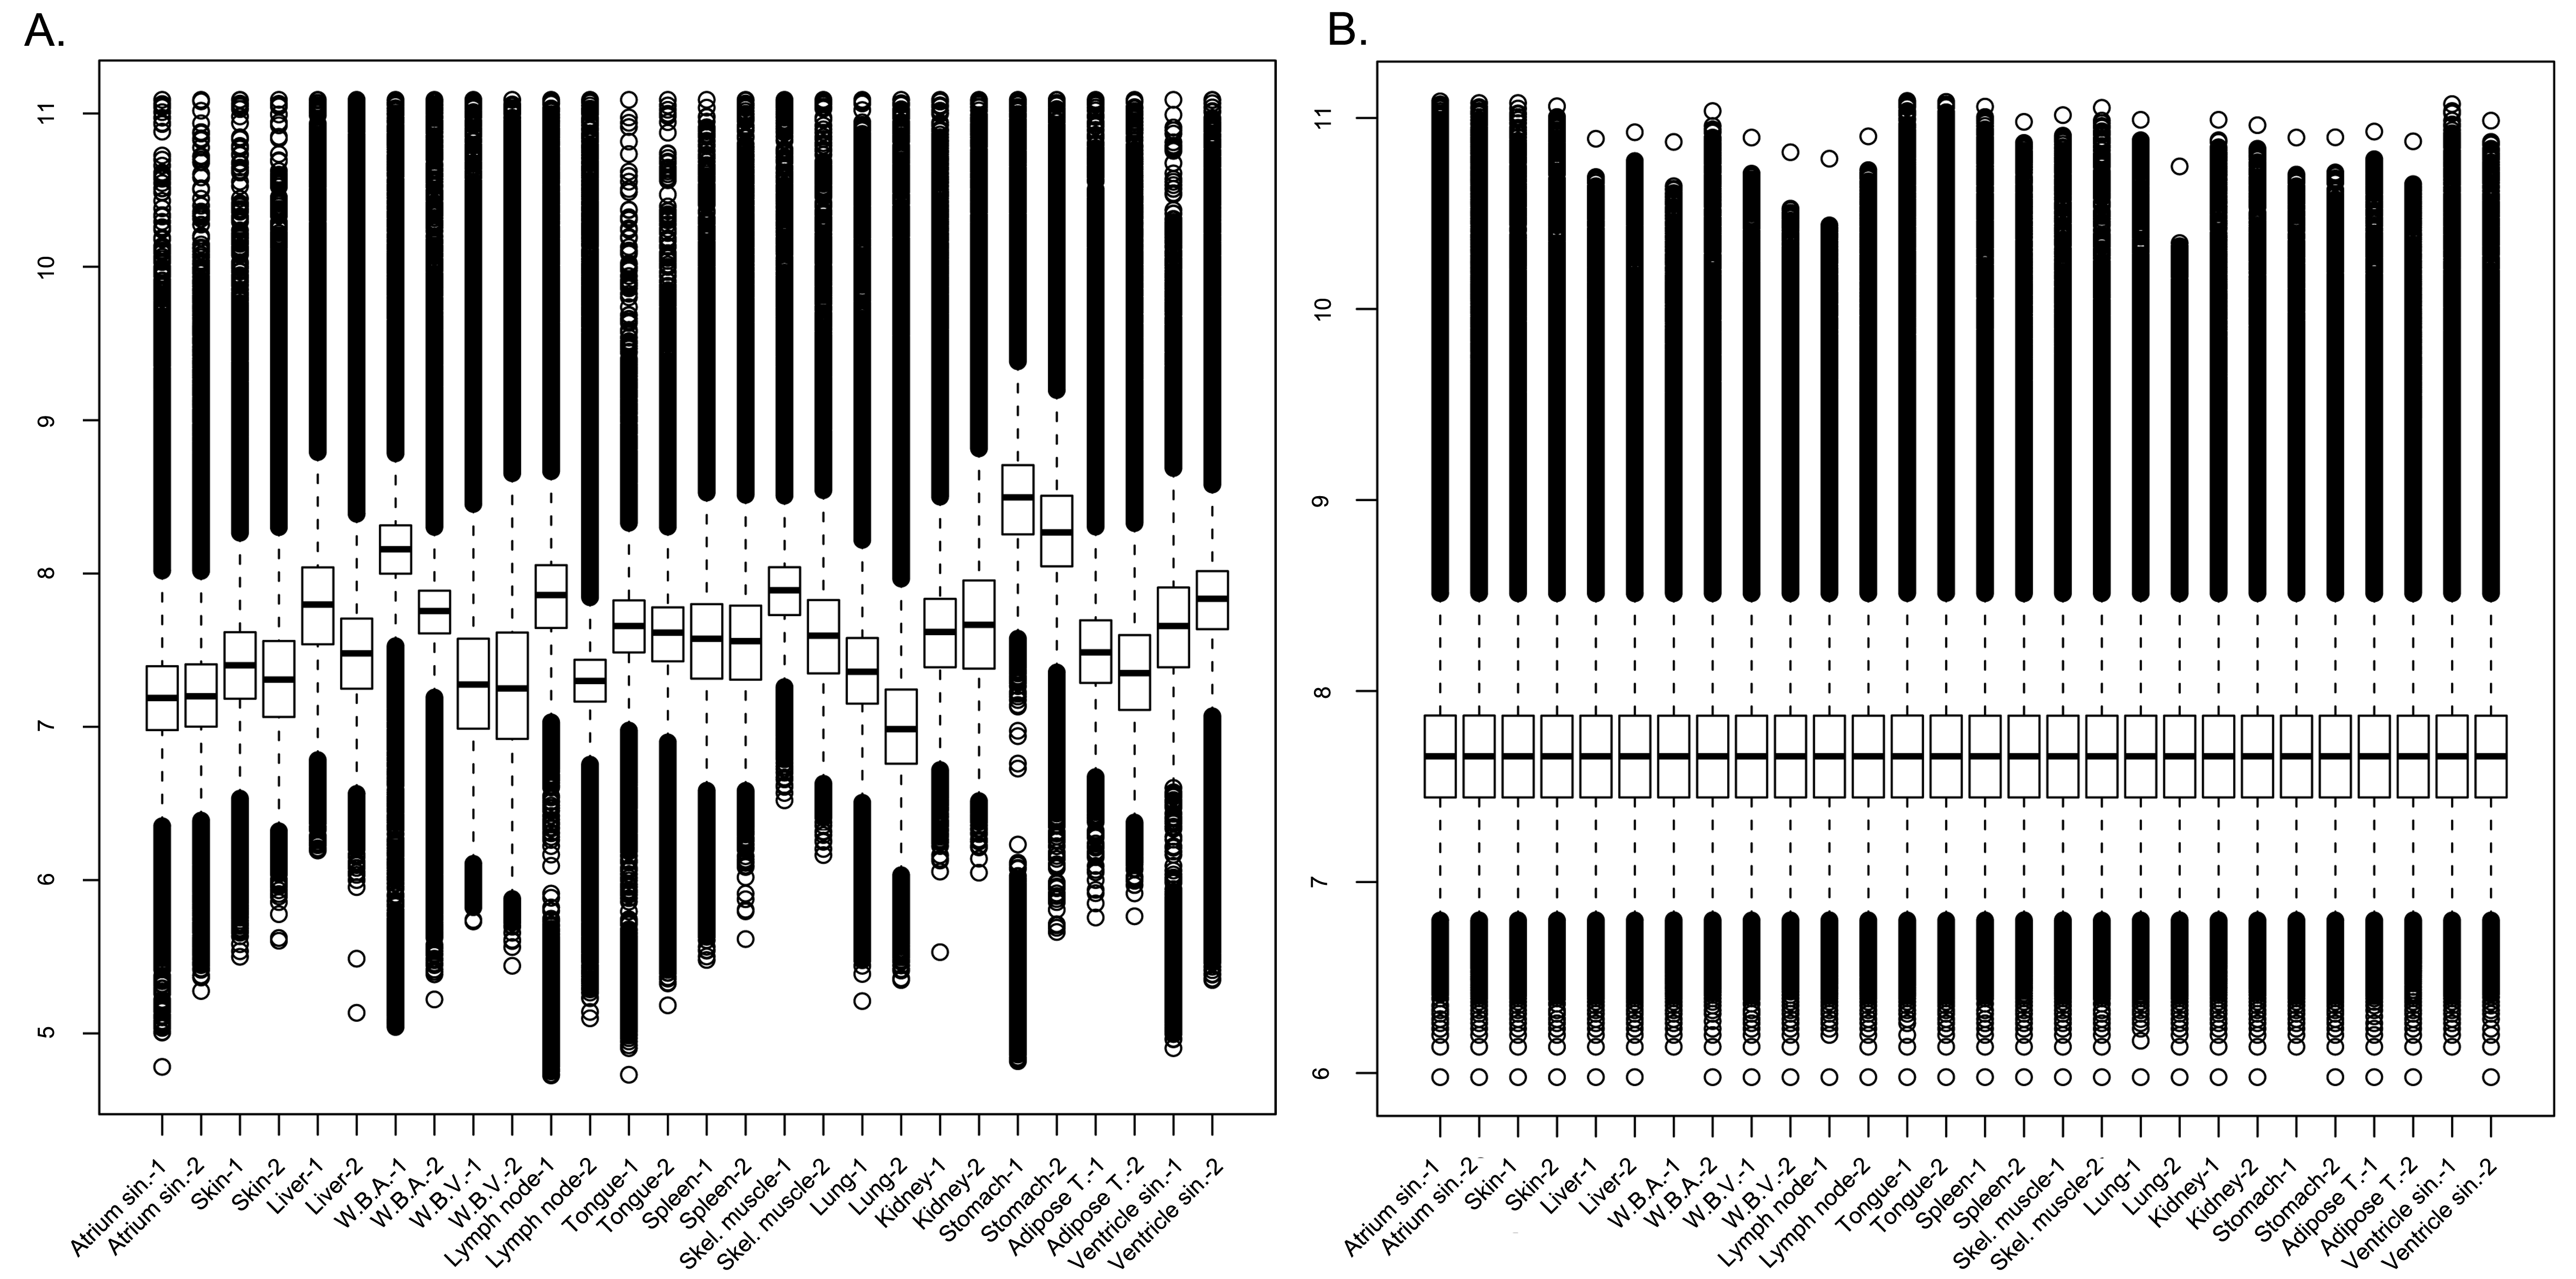
**

**Bibliography**

1. Kronick MN (2004) Creation of the whole human genome microarray. Expert Rev Proteomics 1: 19-28.

2. Sakamoto T, Sakata SF, Matsuda K, Horikawa Y, Tamaki N (2001) Expression and properties of human liver beta-ureidopropionase. J Nutr Sci Vitaminol (Tokyo) 47: 132-138.

3. Ekser B, Gridelli B, Tector AJ, Cooper DK (2009) Pig liver xenotransplantation as a bridge to allotransplantation: which patients might benefit? Transplantation 88: 1041-1049.

4. Hara H, Campanile N, Tai HC, Long C, Ekser B, et al. (2010) An in vitro model of pig liver xenotransplantation--pig complement is associated with reduced lysis of wild-type and genetically modified pig cells. Xenotransplantation 17: 370-378.

5. Takanabe R, Ono K, Abe Y, Takaya T, Horie T, et al. (2008) Up-regulated expression of microRNA-143 in association with obesity in adipose tissue of mice fed high-fat diet. Biochem Biophys Res Commun 376: 728-732.

6. Cagnin S, Biscuola M, Patuzzo C, Trabetti E, Pasquali A, et al. (2009) Reconstruction and functional analysis of altered molecular pathways in human atherosclerotic arteries. BMC Genomics 10: 13.

7. Risso D, Massa MS, Chiogna M, Romualdi C (2009) A modified LOESS normalization applied to microRNA arrays: a comparative evaluation. Bioinformatics 25: 2685-2691.

8. Wu W, Dave N, Tseng GC, Richards T, Xing EP, et al. (2005) Comparison of normalization methods for CodeLink Bioarray data. BMC Bioinformatics 6: 309.

9. Helmuth S (1993) Two Dimensional Spline Interpolation Algorithms. Hardback.

10. Saeed AI, Bhagabati NK, Braisted JC, Liang W, Sharov V, et al. (2006) TM4 microarray software suite. Methods Enzymol 411: 134-193.

11. Soukas A, Cohen P, Socci ND, Friedman JM (2000) Leptin-specific patterns of gene expression in white adipose tissue. Genes Dev 14: 963-980.

12. Heyer LJ, Kruglyak S, Yooseph S (1999) Exploring expression data: identification and analysis of coexpressed genes. Genome Res 9: 1106-1115.

13. Nordberg EK (2005) YODA: selecting signature oligonucleotides. Bioinformatics 21: 1365-1370.

14. Chou HH, Hsia AP, Mooney DL, Schnable PS (2004) Picky: oligo microarray design for large genomes. Bioinformatics 20: 2893-2902.

15. Bozdech Z, Zhu J, Joachimiak MP, Cohen FE, Pulliam B, et al. (2003) Expression profiling of the schizont and trophozoite stages of Plasmodium falciparum with a long-oligonucleotide microarray. Genome Biol 4: R9.

16. Bozdech Z, Llinas M, Pulliam BL, Wong ED, Zhu J, et al. (2003) The transcriptome of the intraerythrocytic developmental cycle of Plasmodium falciparum. PLoS Biol 1: E5.

17. Wang X, Seed B (2003) Selection of oligonucleotide probes for protein coding sequences. Bioinformatics 19: 796-802.

18. Schretter C, Milinkovitch MC (2006) OligoFaktory: a visual tool for interactive oligonucleotide design. Bioinformatics 22: 115-116.

19. Li X, He Z, Zhou J (2005) Selection of optimal oligonucleotide probes for microarrays using multiple criteria, global alignment and parameter estimation. Nucleic Acids Res 33: 6114-6123.

20. Altschul SF, Gish W, Miller W, Myers EW, Lipman DJ (1990) Basic local alignment search tool. J Mol Biol 215: 403-410.

21. Bolstad BM, Irizarry RA, Astrand M, Speed TP (2003) A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. Bioinformatics 19: 185-193.

22. Stark C, Breitkreutz BJ, Chatr-Aryamontri A, Boucher L, Oughtred R, et al. (2011) The BioGRID Interaction Database: 2011 update. Nucleic Acids Res 39: D698-704.

23. Huang da W, Sherman BT, Lempicki RA (2009) Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc 4: 44-57.

How the deposited data were processed for this re-analysis (not part of the article)

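The data are 12 scans of 1 of the 2 arrays made for the 3′-end of pig miRNAs: 4 RAKE experiments on 1 pool of small RNA from 20 tissues of 3 pigs, each scanned at a low, a medium and a high PMT setting. Experiments and settings were taken from the sample labels and Protocol S1. The number in a label was read as the experiment, since Protocol S1 describes consecutive scans of each hybridized array. The deviations of a probe from the mean of its setting bear this out: between the high and low scans of the same number they correlated at 0.980, 0.931, 0.921 and 0.937 for experiments 1 to 4, and between different numbers the highest correlation was 0.463.

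The authors scanned the arrays with a confocal laser scanner, quantized the 16-bit images with the Combimatrix imager software, whose version is not given in the sources used here, and deposited the median fluorescence intensity of each probe. The deposited intensity is linear, runs up to 65535 and was used as given. No background subtraction or normalization is stated for this array, and the medians of the columns, from 310.5 to 3659.25, are left unequal. Every column belongs to a mapped scan.

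The probes carry numbers only, and no table used here ties a number to a pre-miRNA, an arm, a tiling position, a known miRNA or a spike-in. The peak search of the paper within tiling groups, the test of a probe against its group, the comparison with Table C in Table S3, the position of 3′-ends within the arm, the levels of known miRNAs and of tissue miRNA lists, and the response of the spike-ins were planned and were not run. The result planned for that case was used in their place. The planned rule for named miRNAs therefore named none.

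A probe was called bright when its intensity exceeded the median of its scan plus 3 median absolute deviations, scaled by 1.4826, and probes bright in all 4 experiments of a setting were counted. The number expected if experiments shared nothing is the product of the 4 shares and the 94928 probes. Agreement between experiments is the Spearman correlation over all probes for the 6 pairs of a setting. High and low scans were compared with limma (lmFit and eBayes) on log2 intensity centred on the median of each scan, 4 scans against 4, with Benjamini-Hochberg adjustment and an adjusted p of 0.05. The choices tried in addition were the experiment as a block, quantile normalization, normexp background correction with an offset of 50, a filter on dim probes, the 99th percentile as the threshold, Pearson correlation of log2 intensity, and leaving out each experiment. These and the designs were fixed before the data were examined, except that leaving out experiments from the correlations, and the choices combined with the block, were added afterwards.

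The limma step was tested on simulated data with the levels of the real scans, their spread within a setting and 94928 probes, 200 of them changed. Without a block it recovered 0% of probes changed by 1 on the log2 scale and 58.5% of those changed by 2, with 5 false calls. Noise was drawn independently for each scan. The simulation thus leaves out that the high and low scans of 1 experiment share their deviations (correlations of 0.921 to 0.980). The fit with the block was not simulated. The threshold for bright probes was tested on 94928 simulated probes in 4 experiments, 5000 of them raised. It recovered 62.6% of probes raised by 1 on the log2 scale and 100% of those raised by 2. The simulated probes spread less over the array and between the 4 experiments than the real ones, so these shares do not carry over to the real scans. At the medium setting the threshold of experiment 1 was 1404.87 for a median of 477.5. A probe raised by 1 on the log2 scale from that median would stay below it. The number of scans limits the precision, and each p-value measures only technical spread. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, and R 4.3.3 with limma 3.58.1.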

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

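The test of scan brightness and the comparison of bands below were chosen after the correlations had been seen. Experiment 1 had far more bright probes than the other 3 experiments at every PMT setting: 19408 at the low, 19233 at the medium and 19046 at the high setting, against 7273 to 7613 in any other scan. Its mean Spearman correlation with the other experiments was also the lowest, 0.692 at the low, 0.696 at the medium and 0.687 at the high setting. The 3 counts of bright probes and the correlation at the low setting lie further from the rest of their group than Dixon's 95% critical value for 4 samples allows, and the correlations at the medium and high settings do not. In all 15 groups were examined; chance marks about 1 group in 20, and the 3 settings are scans of the same hybridizations. The probes bright in experiment 1 alone at the medium setting were 11240 in number (319 with the 99th percentile as the threshold). Their median signal lay 4.46-fold above the scan median in experiment 1 and 2.07-, 1.85- and 1.60-fold above it in experiments 2, 3 and 4. The thresholds that pick these probes favour such a gap. Of the 12408 probes bright in experiment 1 alone at any setting, 9984 were so at all 3 settings and 2424 at some of them. The excess was uneven over the probe numbers: among 10 equal bands of consecutive probe numbers at the medium setting, 13.0% to 13.7% of probes were bright in experiment 1 in bands 1 to 3 and 19.3% to 29.9% in bands 4 to 10, while the other experiments held 5.57% to 8.05% and 5.31% to 15.4%. Unevenness was not particular to experiment 1: experiment 4 held 5.31% in band 6 and 15.4% in band 10, and experiment 2 reached 11.8% in band 10. Whether the unevenness follows the place on the array or the kind of probe was not tested.

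Explanations for the lower correlation of experiment 1 were tested at the medium setting. Overall brightness is argued against: experiment 4 had a median of 457, close to the 477.5 of experiment 1, and the correlation of experiments 3 and 4 exceeded that of experiments 1 and 3 by 0.241. A single region as the whole source of the lower correlation is argued against as well: in 0 of 80 blocks of the array did experiment 1 correlate with the mean of the others as well as the least alike pair among them; its correlation per block ranged from 0.520 to 0.837, and the blocks assume lines of 272 features, read from the interval of dim features. The same holds for noise of dim probes, since among probes above the median of both scans experiments 1 and 2 correlated at 0.600, against 0.808 for the least alike pair of the others. What stays open includes a difference in the extension, the staining or the state of the array between experiments, and no step of the experiments was tested. The labels give 1 array number for all 12 scans, which separates no experiment, and with 1 pool no biological explanation was tested.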

How the results depend on the processing

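The comparison of high and low PMT scans changed with the pairing: 0 probes passed without a block and 5049 with the replicate block, that is with the experiment as a block, since scans of the same number share a hybridization. Without a block the other settings also gave 0 (65 to 2022 at an unadjusted p of 0.05), which shows no stability, since the simulated test recovered 0% of changes of 1 on the log2 scale. With the block, under settings chosen after seeing the data, quantile normalization gave 0 probes (4026 at an unadjusted p of 0.05), normexp 14915 and the filter on dim probes 85, of which 55 were lower at the high setting; the cause was not tested. Without experiments 1, 2, 3 and 4 in turn the blocked fit called 3372, 3270, 2445 and 3263 probes, from fewer scans. The count of probes bright in all 4 experiments fell with the 99th percentile as threshold to 538 (low), 531 (medium) and 539 (high), which by construction admits fewer probes. Without 1 experiment it ranged from 5121 to 5923 (low), from 5166 to 5932 (medium) and from 5119 to 5954 (high), within 1.5 times the count over all 4. By construction this change can only keep or raise the count. The median Spearman correlation of the 6 pairs was 0.817 (low), 0.819 (medium) and 0.814 (high). Without experiment 1 it was 0.942, 0.941 and 0.934, and without any other experiment 0.698 to 0.724; leaving out experiments here was chosen after seeing the data. Pearson correlation on log2 gave 0.843, 0.846 and 0.847, and the limit to probes above the median 0.710, 0.706 and 0.706. The results that need probe names (the bootstrap, probes against their arm group, Table C, positions in the arm, known miRNAs, tissue lists and spike-ins) were not run, under any setting. Signals at the 16-bit maximum and the number of scans limit these results.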

Other observations

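Probes with neighbouring numbers had similar signals. The test of position below was chosen after the pattern had been seen. At the medium setting the Spearman correlation between probes 1 number apart was 0.629 to 0.797 over the 4 experiments, falling to 0.309 to 0.389 at 5 numbers, 0.227 to 0.317 at 11 and 0.112 to 0.186 at 22. Of the probes bright in all 4 experiments, 64.8% were followed by another such probe, against 5.31% of all probes, and they formed 1774 runs of consecutive numbers, of which 813 (45.8%) held a single probe and the longest 39.

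Dim features recurred most often at an interval of 272 numbers, where 65.7% had a dim partner against 1.80% of all features, which would be the length of a line if numbers run along lines. They recurred almost as often at 91 numbers (63.2%), and also at 181 (50.2%), 363 (38.4%) and 544 (43.4%), the last being 2 lines of 272, so a line of 272 is an assumption. Position on the array is then argued against as the whole source of the similarity, since probes 272 numbers apart, in the next line, correlated at no more than 0.142; at 91 and 181 numbers the highest correlations were 0.158 and 0.136. The median over the experiments was nonetheless higher at 272 (0.098) and 91 (0.109) than at 44 (0.080) and 100 (0.044), so a smaller part that follows position stays open. Light from the next spot is argued against as the whole source too: 698 dim features in 2 columns between brighter ones correlated with the next feature at 0.096 to 0.163. These correlations were weak but positive in each experiment, so a smaller part from light stays open. The feature on the other side was not examined. A hypothesis left open is that consecutive numbers are tiled probes shifted by 1 nucleotide, several of which may pair with length variants of 1 miRNA. It was not tested, since the numbers are not tied to sequences here.

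The probes bright in experiment 1 alone also lay together: 57.7% were followed by another such probe, against 11.8% of all probes. At 272 numbers the share was 14.9%.

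Among the 35 splits of the 8 high and low scans into 4 and 4, all 35 called at least the 0 probes of the real split, which a count of 0 fixes beforehand, so they say nothing about chance for the comparison without a block. The highest other split, experiments 1 and 4 against experiments 2 and 3, called 16829 probes. It is 1 of 3 splits that keep the scans of each experiment together, and it counts scans of 1 hybridization as replicates; the remaining 2 such splits called 0. With the experiment as a block the real split called 5049 probes and the highest of the other splits that part all 4 pairs 0; 1 of 8 such splits called as many, which is too few splits for a share under 0.05.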
